# IL-1**β**–dependent extravasation of preexisting lung-restricted autoantibodies during lung transplantation activates complement and mediates primary graft dysfunction

**DOI:** 10.1172/JCI157975

**Published:** 2022-10-17

**Authors:** Wenbin Yang, Emily Jeong Cerier, Félix L. Núñez-Santana, Qiang Wu, Yuanqing Yan, Chitaru Kurihara, Xianpeng Liu, Anjana Yeldandi, Nigar Khurram, Diego Avella-Patino, Haiying Sun, G.R. Scott Budinger, Daniel Kreisel, Thalachallour Mohanakumar, Emilia Lecuona, Ankit Bharat

**Keywords:** Transplantation, Innate immunity, Organ transplantation

## Abstract

Preexisting lung-restricted autoantibodies (LRAs) are associated with a higher incidence of primary graft dysfunction (PGD), although it remains unclear whether LRAs can drive its pathogenesis. In syngeneic murine left lung transplant recipients, preexisting LRAs worsened graft dysfunction, which was evident by impaired gas exchange, increased pulmonary edema, and activation of damage-associated pathways in lung epithelial cells. LRA-mediated injury was distinct from ischemia-reperfusion injury since deletion of donor nonclassical monocytes and host neutrophils could not prevent graft dysfunction in LRA-pretreated recipients. Whole LRA IgG molecules were necessary for lung injury, which was mediated by the classical and alternative complement pathways and reversed by complement inhibition. However, deletion of Fc receptors in donor macrophages or mannose-binding lectin in recipient mice failed to rescue lung function. LRA-mediated injury was localized to the transplanted lung and dependent on IL-1β–mediated permeabilization of pulmonary vascular endothelium, which allowed extravasation of antibodies. Genetic deletion or pharmacological inhibition of IL-1R in the donor lungs prevented LRA-induced graft injury. In humans, preexisting LRAs were an independent risk factor for severe PGD and could be treated with plasmapheresis and complement blockade. We conclude that preexisting LRAs can compound ischemia-reperfusion injury to worsen PGD for which complement inhibition may be effective.

## Introduction

Primary graft dysfunction (PGD) affects over 50% of recipients following lung transplantation and has emerged as the principal risk factor for both short-term mortality as well as long-term graft loss from chronic rejection (1–4). Current empiric therapies to treat PGD are largely ineffective and have the attendant risks of immunosuppression. While ischemia-reperfusion injury remains its predominant cause, the highly variable incidence of PGD suggests additional etiologies for its pathogenesis. A significant percentage of patients undergoing lung transplantation have preexisting immunoglobulin G (subtype IgG2) autoantibodies against lung-restricted self-antigens collagen type V (COLV) and K-α1 tubulin (KAT) (5, 6). The presence of these lung-restricted autoantibodies (LRAs) in the recipients is associated with an increased risk of PGD following both human (6) and murine (5, 7–9) lung transplantation. However, the molecular events by which LRAs promote PGD and their relationship to transplant-inherent ischemia-reperfusion injury remain unknown. Understanding of the pathogenesis of PGD in recipients with underlying LRAs will enable the development of selective therapies to improve posttransplant outcomes.

Investigators have suggested a mechanism to explain the production of LRAs in patients with chronic lung diseases (10). The deletion of self-reactive T lymphocytes against lung self-antigens by the thymus is incomplete, and escaped self-reactive T lymphocytes are dynamically suppressed through peripheral regulatory T cells (11). Depletion of regulatory T cells in response to environmental challenge promotes the expansion of self-reactive T lymphocytes and development of LRAs (10). The lung self-antigens are nonpolymorphic and are normally sequestered from the immune system, as they serve as scaffolds for the structural proteins (12). However, during transplantation the self-antigens might be revealed as the structural proteins are cleaved, for example through the activation of matrix metalloproteinases, allowing the preexisting LRAs to bind and promote downstream immune activation (13). These self-antigens are extravascular but the increased vascular permeability that occurs during ischemia-reperfusion injury could allow extravasation of the LRAs (14). We found that LRAs compound ischemia-reperfusion injury through the activation of complement, resulting in severe PGD. Our findings reveal pathways through which LRAs mediate lung allograft injury that can be targeted clinically.

## Results

### Intact LRAs promote primary graft dysfunction.

LRAs belong to the IgG family of immunoglobulins (5, 6), which are composed of Fc and F(ab′)_2_ fragments. The F(ab′)_2_ fragment exhibits sequence variability and recognizes antigens, while the Fc fragment provides interaction sites for effector molecules such as complement and Fcγ receptors (FcγRs) (15). However, F(ab′)_2_ can also independently interact with FcγRs to mediate immunological effects (16). To determine the pathogenicity of LRAs, we injected IgG isotype, LRAs, or the cleaved F(ab′)_2_ fragment into recipient mice prior to transplantation. As expected, ischemia-reperfusion injury was inherent to this model and experienced by all animals, evident by decreased lung graft function in the recipients of IgG isotype control compared with naive lung (isotype PaO_2_/FiO_2_ ratio: 452.3 ± 63 mmHg; naive PaO_2_/FiO_2_ ratio: 621.9 ± 32 mmHg; *P <* 0.0001). Recipients injected with whole LRA IgG molecules showed significant worsening in lung graft function (PaO_2_/FiO_2_ ratio: 104.2 ± 41 mmHg; Figure 1A) as well as increased pulmonary edema (Figure 1B), while those injected with F(ab′)_2_ fragments demonstrated expected levels of lung graft dysfunction resulting from ischemia-reperfusion injury (Figure 1, A and B). There was increased neutrophil infiltration determined by flow cytometry in mice with whole LRA molecules (Figure 1C) along with capillaritis and inflammatory cells found on histological analysis (Figure 1, D and E). In addition, 2-photon imaging (Figure 1F, Supplemental Figure 1, and Supplemental Videos 1 and 2; supplemental material available online with this article; https://doi.org/10.1172/JCI157975DS1) showed increased LRA deposition in the allograft after lung transplantation. Unbiased transcriptomic analysis using single-cell RNA sequencing (RNA-seq) (Supplemental Figure 2) revealed activation of several damage-associated pathways (Figure 2A), including oxidative stress (reflected as increased expression of antioxidant proteins; Figure 2B) and complement (increased C3 expression; Figure 2C) in the epithelial cells during LRA-mediated lung graft injury.

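Single-cell RNA-seq was done on whole-graft cell suspensions 24 hours after transplantation, from recipients given LRAs (2 libraries) or isotype control IgG (2 libraries). LRAs were a mix of 2 antibodies, anti–collagen type V and anti–K-α1 tubulin, at 150 μg each, and the isotype dose in the methods was 300 μg, injected 24 hours before and 1 hour after transplantation. The mice were 9 to 14 weeks old in the methods and 12 weeks old in the sample labels, and cold ischemia lasted 90 to 120 minutes. Droplet sequencing of this kind tags each captured RNA molecule with a unique molecular identifier (UMI), so that a gene's count in a cell is a count of molecules. The labels number the libraries within each group and do not say whether they came from separate animals, so p-values measure only the spread between these libraries. The authors mapped the reads and counted UMIs with Cell Ranger, and deposited for each library a matrix of whole UMI counts for each gene by cell barcode, before removal of free RNA or doublets. The matrices held 13476 barcodes with 82785754 UMIs (LRA replicate 1), 12578 with 93953282 (LRA replicate 2), 5704 with 27247211 (isotype replicate 1) and 7371 with 40228647 (isotype replicate 2). The cell limits of the methods left 11966, 10932, 4810 and 6558 barcodes in the same order. Mitochondrial share above 10% was the limit that removed the most barcodes in each library, 9.03%, 11.1%, 14.9% and 8.05% of them. Scrublet then marked 316, 267, 79 and 174 barcodes as doublets, and 11650, 10665, 4731 and 6384 cells were used, with median counts of 3578, 4136, 3410 and 4598.5 UMIs per cell. Free RNA was not subtracted for the main values, because the program named in the methods needs the empty droplets, which were not used here. Cells were clustered after the integration named in the methods and the clusters were named from marker genes. UMI counts were then summed per library over the cells of each class and compared between the groups with edgeR's quasi-likelihood test, with TMM scaling and Benjamini-Hochberg adjustment, so that n was 2 libraries against 2 and cells were not taken as replicates. On simulated counts for the 13498 genes tested in epithelial cells, this test recovered 91.1% of 4-fold changes and 20.3% of 2-fold changes, and 5.03% of its calls were false. The simulation gave both groups the same spread between libraries. In the real epithelial cells the median absolute log2 difference was 0.41 between the isotype libraries and 0.19 between the LRA libraries. The recovery rates may therefore not hold for the real counts, and a gene not called is not shown to be unchanged. In counts scaled to the library total (CPM) over all cells, isotype replicate 2 had a log-scale correlation across genes of 0.972, 0.9716 and 0.9726 with the other libraries, which had 0.9943 to 0.9971 among themselves.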

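Of the 4 genes drawn in Figure 2, B and C, Prdx4 and Gpx1 had higher summed expression in the epithelial cells of both LRA libraries than in those of both isotype libraries, while Prdx1 and C3 did not. Prdx4, a peroxiredoxin of the endoplasmic reticulum that removes hydrogen peroxide, was at 107 ± 14.8 TMM-scaled CPM (SD, n = 2 libraries) with LRAs and 50.0 ± 2.04 (SD, n = 2) with isotype. This is a log2 fold change of 1.10 (SE 0.20, adjusted p = 0.435 from edgeR). Gpx1, a cytosolic glutathione peroxidase, was at 596 ± 36.2 and 381 ± 97.2, a log2 fold change of 0.64 (SE 0.27, adjusted p = 0.478). Prdx1, a cytosolic peroxiredoxin, was at 866 and 957 in the LRA libraries, 548 in isotype replicate 1 and 905 in isotype replicate 2, a log2 fold change of 0.33 (SE 0.32, adjusted p = 0.722). C3, the component on which the complement pathways converge, was at 209 and 177 with LRAs. It was at 133 in isotype replicate 1, below both LRA libraries, and at 244 in isotype replicate 2, above both, a log2 fold change of 0.04 (SE 0.33, adjusted p = 0.981). None of the 4 genes passed an adjusted p of 0.05, and over the 13498 genes tested edgeR called 0 higher and 0 lower with LRAs, against 550 higher and 884 lower at an unadjusted p under 0.05. DESeq2 called 15 higher and 67 lower on the same counts, among them Prdx4 as higher (adjusted p = 0.0209), and limma-voom called 0 and 0.

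Per cell, in the log-normalized unit of the violin plots, all 4 genes had higher means in both LRA libraries. Mean LogNormalize values of C3 were 0.568 and 0.449 with LRAs and 0.333 and 0.227 with isotype. Those of Prdx4 were 0.340 and 0.353 against 0.158 and 0.102, those of Gpx1 1.52 and 1.41 against 1.19 and 0.854, and those of Prdx1 1.86 and 1.79 against 1.33 and 1.44. At least 1 UMI of C3 was found in 47.5% and 42.5% of epithelial cells with LRAs and in 27.2% and 14.3% with isotype, at median depths of 9702.5, 5182, 1441 and 1035 UMIs per cell. B cells, taken as a type that should lack C3, had a UMI in 4.70%, 4.79%, 3.47% and 2.13% of cells at 3514, 3905, 3826 and 4179 UMIs. With every cell thinned to 1000 UMIs, which left out 28.7%, 27.4%, 37.8% and 48.2% of epithelial cells, the C3 shares were 14.4%, 9.85%, 8.64% and 9.32% in epithelial cells and 1.17%, 0.973%, 0.987% and 0.503% in B cells. Every AT2-like cell was deep enough to be kept, so thinning did not even out the makeup of the epithelium. Prdx4, thinned in the same way, was found in 7.68% and 6.65% of epithelial cells with LRAs and in 3.86% and 2.54% with isotype (41.6%, 41.1%, 20.5% and 12.3% unthinned). AT2-like cells, the surfactant-producing alveolar type 2 cells, supplied 83.6% and 84.3% of the epithelial UMIs with LRAs and 69.7% and 58.7% with isotype. Within AT2-like cells alone, C3 was at 227 and 196 CPM with LRAs and 197 and 403 with isotype, a log2 fold change of −0.50 (adjusted p = 0.935). It was at −0.93 without isotype replicate 1 and at 0.11 without isotype replicate 2. AT1-like cells, the flat alveolar type 1 cells, held C3 at 28.0 and 15.8 against 17.3 and 17.9. Prdx4 was higher in both LRA libraries within both subtypes. Its log2 fold changes were 0.87 (adjusted p = 0.923) in AT2-like and 1.80 (adjusted p = 0.831) in AT1-like cells. With no filter on low counts it passed in AT1-like cells (1.83, adjusted p = 0.0345). Gpx1 was at 0.47 (adjusted p = 0.923) in AT2-like and 0.66 (adjusted p = 0.831) in AT1-like cells. Its values there were 0.76 and 1.09 without isotype replicate 1 and 0.23 and 0.35 without isotype replicate 2. Over all epithelial cells, without isotype replicate 1, Gpx1 was at a log2 fold change of 0.95, Prdx4 at 1.07 and C3 at −0.32. Over the same cells without isotype replicate 2, these genes were at 0.40, 1.14 and 0.53. Such fits leave a lone isotype library that is assumed to vary like the LRA libraries, so only their effect sizes are given here. In epithelial cells the median absolute log2 difference was 0.41 between the isotype libraries and 0.19 between the LRA libraries. With no filter and all 4 libraries, edgeR called 224 epithelial genes higher, Prdx4 among them (adjusted p = 0.00179), and 477 lower.

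In GRCm38 (mm10) with GENCODE vM21, Gpx1 (ENSMUSG00000063856) lies on chromosome 9 from 108338903 to 108340343 on the plus strand and Prdx1 (ENSMUSG00000028691) on chromosome 4 from 116685544 to 116700822 on the plus strand. Prdx4 (ENSMUSG00000025289) lies on chromosome X from 155323918 to 155340754 and C3 (ENSMUSG00000024164) on chromosome 17 from 57203970 to 57228136, both on the minus strand. The difference between the LRA effect in epithelial cells and that in each of 9 other cell classes was tested for these 4 genes, and no difference passed. From the epithelial expression, the paper states that oxidative stress and complement pathways were activated during LRA-mediated injury. It then reasons from the lack of effect of the F(ab′)2 fragment that the Fc region was needed, tests Fcγ receptors and complement as routes, and begins with C3 because the complement pathways meet there.

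**Figure D1:**
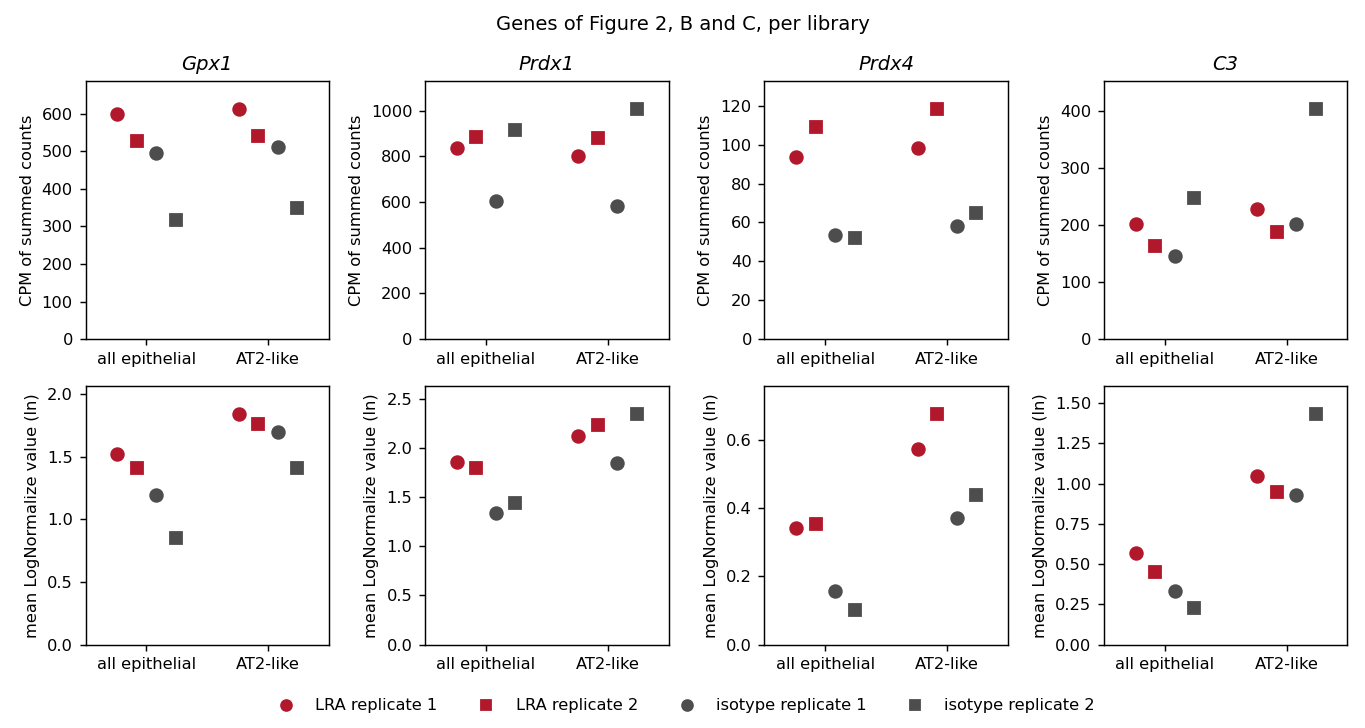
Expression of Gpx1, Prdx1, Prdx4 and C3 per library in all epithelial cells and in AT2-like cells, 1 point per library. The upper panels give CPM of the summed UMI counts without TMM scaling and the lower panels the mean natural-log LogNormalize value over cells. In the upper panel for C3 the epithelial points sit at 202 and 164 CPM with LRAs and at 146 and 247 CPM with isotype, while in the lower panel both LRA points lie above both isotype points in all epithelial cells but not in AT2-like cells.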

### LRAs activate classical and alternative complement pathways to mediate lung graft injury.

Since F(ab′)_2_ could not induce PGD, we reasoned that the Fc region was necessary for the pathogenic effects of LRAs. Accordingly, we investigated whether LRA-mediated lung injury occurred through FcγR or complement activation (17). Donor lungs from *Fcrγ*^–/–^ mice transplanted into syngeneic recipients pretreated with LRAs experienced severe lung injury, similar to those from wild-type donor lungs (Figure 3, A and B). We used these mice, as donors and not recipients as the predominant macrophages in the donor lungs at 24 hours are of donor origin (18). This led us to further hypothesize that LRAs activate complement to induce lung graft dysfunction.

We first studied component C3, as it acts as a point of convergence for the different complement pathways. Indeed, C3 levels were elevated in the BAL of grafts from wild-type or *Fcrγ*^–/–^ recipients pretreated with LRAs but not in those that received isotype control (Figure 3C). Moreover, genetic deletion of C3 in recipient mice resulted in nearly complete protection against LRA-induced lung graft dysfunction (Figure 3, D and E). Next, we determined the specific complement pathway activated by LRAs using genetic deletion and pharmacological inhibition. We transplanted wild-type donor lungs into *C1q*^–/–^ (classical pathway), *Mbl*^–/–^ (mannose-binding lectin, lectin pathway), or FBI-treated (factor B inhibitor, alternative pathway) recipients. Each of these recipients also received LRAs or isotype control antibodies prior to the transplant. Preexisting LRAs induced severe lung graft dysfunction in *Mbl*^–/–^ mice, while the *C1q*^–/–^ and FBI-treated recipients were protected (Figure 4, B and C). Furthermore, treatment of recipient mice with a pharmacological C1 inhibitor (C1INH) resulted in protection of the transplanted lungs from LRA-induced injury as well as associated increases in neutrophil recruitment (Figure 4, B and C). Immunohistochemistry confirmed complement C4d deposition, a marker of classical pathway activation, in the lung grafts of LRA-treated recipients (Figure 4D). All 3 complement pathways can induce the formation of the membrane attack complex (MAC). MAC assembly requires the sequential and irreversible association of complement proteins C5b, C6, C7, C8, and C9 (19, 20). Immunohistochemical analysis showed MAC deposition in grafts from LRA-recipient mice (Figure 4E). Inhibiting activation of C5, and thus the generation of C5a and MAC, has shown great therapeutic benefit in complement-driven inflammatory diseases (21). Hence, we inhibited C5 by using a C5-blocking antibody and found prevention of LRA-induced graft dysfunction (Figure 4, B and C). Together, these data suggested that LRAs activate both the classical and alternative complement pathways to mediate lung graft injury.

### LRA-induced lung dysfunction is complementary but distinct from ischemia-reperfusion injury.

We have previously reported that ischemia-reperfusion injury is inherent to lung transplantation and is dependent on the influx of host neutrophils into the transplanted lung through retained donor-origin pulmonary intravascular nonclassical monocytes (22, 23). To determine whether LRAs can independently induce lung graft dysfunction, we used lungs from murine *Nur77*^–/–^ (*Nr4a1*^–/–^) donors, which lack nonclassical monocytes and do not experience neutrophil-mediated ischemia-reperfusion injury, as we previously reported (23). We found that transplantation of nonclassical monocyte–deficient donor lungs into LRA-pretreated recipients resulted in severe lung graft dysfunction (Figure 5, B and C). Nevertheless, it was intriguing that lung grafts in the presence of donor nonclassical monocytes revealed increased neutrophil influx when LRAs were present in the recipients prior to transplantation (Figure 1C). To determine whether neutrophils contributed to the pathogenesis of LRA-induced lung graft injury, we depleted host neutrophils using anti-Ly6G antibodies, as previously described (18) (Supplemental Figure 3). Neutrophil depletion in mice with preexisting LRAs did not prevent posttransplant lung injury, as measured by pulmonary edema (Figure 5D and Supplemental Figure 3) and PaO_2_/FiO_2_ ratio (Figure 5E). Comparison of lung function between isotype and LRA (PaO_2_/FiO_2_ [mmHg] isotype: 372.6 ± 82 [*n =* 3]; LRA: 93.7 ± 23 [*n =* 4]; *P <* 0.001) and isotype-IgG-control and LRA-IgG-Ly6G (PaO_2_/FiO_2_ [mmHg] isotype: 434 ± 49 [*n =* 3]; LRA: 190 ± 44 [*n =* 3]; *P <* 0.01) showed no protection in graft injury. These data indicated that LRA-induced lung graft dysfunction is complementary to neutrophil-mediated ischemia-reperfusion injury and predominantly occurs through complement activation.

### IL-1β is necessary for vascular endothelial permeabilization and extravasation of LRAs.

The native lung of the LRA-treated recipients showed no histological evidence of injury. Additionally, there was no increase in neutrophils in the native lungs of LRA-treated recipients (neutrophils/mg lung isotype: 1685 ± 760; LRA: 1445 ± 1008). Lung-restricted antigens are present in the interstitial space (12) and, hence, we next hypothesized that extravasation of LRAs into the interstitial space, which might uniquely occur in the transplanted lung graft, was necessary for the activation of complement. We have previously shown that IL-1β can increase pulmonary vascular permeability and allow cellular extravasation (24). Hence, we tested whether release of IL-1β within the transplanted lung was necessary to permit extravasation of circulating LRAs and gain access to the antigens. We first treated primary pulmonary endothelial cells in vitro with exogenous IL-1β (50 ng/mL) and found that it significantly increased endothelial permeability and the passage of LRAs through the barrier (Figure 6A). We then transplanted wild-type, IL-1R antagonist–treated (IL-1RA–treated), or *Il1r^–/–^* lungs into wild-type LRA-treated syngeneic recipients. Donor lungs treated with IL-1RA or those from *Il1r^–/–^* mice showed preserved lung graft function (Figure 6C), decreased neutrophil influx (Figure 6D), and no C4d deposition (Figure 6E). There was no difference in graft function among the isotype and LRA group treated with IL-1RA or when *Il1r^–/–^* donor lung was used (PaO_2_/FiO_2_ [mmHg] IL-1RA–isotype: 515.7 ± 24 [*n =* 3]; *Il1r^–/–^*-isotype: 412 ± 141 [*n =* 3]; IL-1RA–LRA: 368 ± 41 [*n =* 3]; *Il1r^–/–^*-LRA: 404 ± 154 [*n =* 4]). To further investigate the role of IL-1β, we injected wild-type mice with IL-1β or PBS, 8 hours prior to injecting LRAs, and determined LRA deposition and complement activation. We found retention of LRAs (Figure 6F) with IL-1β pretreatment in naive lungs, similar to lung allografts (Supplemental Figure 1), but it was not associated with C4d deposition (Figure 6G), indicating that IL-1β is necessary for the extravasation of LRAs but not sufficient to trigger LRA-mediated complement activation.

### Preexisting LRAs are an independent risk of human PGD.

We prospectively analyzed LRAs in 56 patients undergoing lung transplantation. The cumulative prevalence of detectable preexisting anti-COLV and anti-KAT antibodies was 14.3% in this cohort. The demographic profile of the patients is presented in Table 1. In the study cohort, 4 (7.1%) patients developed grade 3 PGD: 2 (25%) with and 2 (4.5%) without preexisting LRAs (*P =* 0.09; Supplemental Table 1). Logistic regression modeling revealed that only preexisting LRAs were an independent predictor of grade 3 PGD after lung transplantation (Supplemental Table 2 and Table 2). In patients with preexisting LRAs, apostreperfusion biopsy was performed at 60 minutes. Both patients with preexisting LRAs who developed grade 3 PGD revealed histological features reminiscent of acute antibody-mediated rejection with complement (C4d) deposition (Supplemental Figure 4). These patients were treated with the complement inhibitor eculizumab, along with plasma exchange, and experienced resolution of lung allograft dysfunction (Supplemental Figure 4).

## Discussion

Neutrophil-mediated ischemia-reperfusion injury is suggested to be the predominant cause of PGD (1, 25). However, it is evident that the syndrome of PGD includes etiologies other than ischemia-reperfusion injury. Preexisting LRAs are present in a significant proportion of patients undergoing lung transplantation and are strongly associated with an increased risk of PGD (6). Studies in which right and left lungs from single donors were transplanted into different recipients with or without autoantibodies have further suggested their role in the pathogenesis of PGD (26). However, the mechanistic pathways through which LRAs contribute to PGD remain unclear. Importantly, the relationship between LRA-induced graft dysfunction and classical pathways that contribute to transplant-inherent ischemia-reperfusion injury remains unknown. Our current study identifies clinically actionable pathways through which preexisting LRAs add to ischemia-reperfusion injury to worsen PGD. Given that the LRAs caused severe lung graft injury even when neutrophil-mediated ischemia-reperfusion injury was mitigated, we postulate that treatment of LRA-induced lung graft injury could result in amelioration of PGD and improvement in posttransplant outcomes.

The complement system is an essential part of the innate immune system that has been associated with ischemia-reperfusion injury and transplantation (27). Indeed, PGD has been associated with complement deposition, although whether these transplant recipients had preexisting LRAs is unknown (28). Additionally, while preexisting LRAs have also been associated with complement deposition in lung grafts, whether they can activate complement remains unclear (26). The classical complement pathway depends on the binding of C1q protein to antibody attached to antigen, activating C1r and C1s, which cleave C4 and C2. The lectin complement pathway is activated when mannose-binding lectin (MBL) interacts with carbohydrate motifs on pathogens. This results in the activation of MBL-associated proteases, which also cleave C4 and C2. Hence, both classical and lectin pathways form C3 convertase after cleaving C4 and C2 and initiate the downstream proteins. In contrast, the alternative pathway is activated by spontaneous hydrolysis of C3, in the presence of Factors B and D, leading to the eventual formation of the C3 and C5 convertase. In the alternative pathway, properdin plays an important role as it stabilizes the protein. All 3 pathways culminate in the formation of effector compounds (29). Since deletion of MBL did not alter the graft injury in LRA-pretreated mice, we conclude that the lectin pathway is not involved. However, C1q and Factor B inhibition prevented LRA-induced lung graft dysfunction, suggesting a role for classical and alternative complement pathways in this model. Our findings also explain the immunological mechanisms behind the reported detection of complement proteins in patients with PGD (30). However, the differences with our study might be related to our focus on LRAs, where IgG glycosylation might have a less relevant role than C1q binding to the Fc portion of IgG. It is also noteworthy that while LRAs might activate host cellular immunity and phagocytosis by binding FcγRs on target cells, those did not contribute to the LRA-mediated graft dysfunction since *Fcrγ^–/–^* donor lungs experienced similar injury to that of wild-type grafts. Our findings have immediate clinical implications since complement inhibitors are FDA approved and commercially available.

Unlike histocompatibility antigens, the cognate self-antigens for the LRAs are nonpolymorphic and conserved (31). Ischemia-reperfusion can reveal epitopes of self-antigens that typically serve as structural lung proteins (32), possibly through the activation of matrix metalloproteinases (5, 33–35). Exposure of the self-antigens can then promote the binding with LRAs (7). We have also previously shown that donor-origin nonclassical monocytes retained in the pulmonary vasculature initiate the pathogenesis of ischemia-reperfusion injury through the recruitment of recipient neutrophils (22, 23). Simultaneously, donor nonclassical monocytes activate donor alveolar macrophages, which secrete monocyte chemoattractant protein-1, necessary for the mobilization of classical monocytes from the recipient spleen (18, 24). Upon migration to the transplanted lung allograft, the recipient classical monocytes increase the pulmonary vasculature permeability through the release of IL-1β, allowing the neutrophils to extravasate and initiate the pathogenesis of ischemia-reperfusion injury (24). We found that increased endothelial permeability mediated by IL-1β was also necessary for the extravasation of LRAs into the extravascular space and initiation of LRA-induced lung graft injury. Nevertheless, LRAs caused lung injury even when donor nonclassical monocytes were depleted, which results in incomplete recruitment of recipient classical monocytes (18, 24). This may suggest alternative sources of IL-1β production or the ability of even low levels of IL-1β to cause sufficient endothelial permeability to allow LRA extravasation. Interestingly, administration of IL-1β into wild-type naive mice induced extravasation of LRAs into the lung interstitium without activating complement (Figure 6). It is known that the lung self-antigens, COLV and KAT, are normally sequestered, typically forming scaffolds for larger structural proteins such as collagen type I (36). As such, the immunogenic epitopes of these self-antigens are not accessible to the immune system or the extravasated antibodies in resting mice. When we administered IL-1β to permeabilize the vascular endothelium, the circulating LRAs extravasated into the interstitium but were unable to activate complement, as they did not bind to their cognate antigen. In contrast, during ischemia-reperfusion injury, there is activation of catalytic enzymes such as matrix metalloproteinases (37), which can cleave these self-antigens, enabling the formation of LRA-antigen immune complex and activation of complement. Hence, these findings suggest the need for both IL-1β and ischemia-reperfusion injury to activate the complement and induce C4d deposition (38, 39). Together, these data suggest that while the mechanisms of LRA-induced injury are distinct from ischemia-reperfusion injury, the molecular and immunological changes during ischemia-reperfusion are necessary for the pathogenicity of LRAs. Our findings also suggest inhibition of IL-1β or the IL-1β receptor as a therapy to prevent both ischemia-reperfusion and LRA-associated injury. Notably, canakinumab and anakinra, agents that block IL-1β and the IL-1β receptor, respectively, have relatively benign short-term safety profiles and have received FDA approval for other indications.

Our study has limitations. First, we cannot determine whether prophylaxis or desensitization against LRAs is beneficial in our model. Second, it is difficult to distinguish between antibody-mediated rejection and ischemia-reperfusion injury clinically based on histologic features alone. Histological features such as alveolar edema, neutrophil infiltration, and capillaritis can be observed in both ischemia-reperfusion injury as well as antibody-mediated rejection, although the presence of complement deposition may favor the former (6, 40–43). Future prospective studies, potentially including transcriptional profiling (Figure 2), are necessary to distinguish pathological and molecular features to better characterize these disease states and enable delivery of therapies in the correct clinical context. Recently, exosomes containing lung-restricted antigens have been detected during PGD in patients containing LRAs and could potentially be tested as a biomarker (44). Given the potential for complications associated with severe immunosuppression, prophylactic use of complement inhibitors in patients with LRAs is not scientifically justified. Instead, the approach in our center is to use histology and complement staining, when clinically feasible, to guide the use of complement inhibitors (45). Nevertheless, this should be prospectively validated in clinical trials. Third, while we tested the known LRAs associated with PGD in patients and causally linked to lung graft injury in animal models, we acknowledge that it is unclear whether there are other immunogenic lung-specific antigens. Future studies incorporating contemporary techniques in proteomics and mass spectroscopy can potentially identify these proteins as well as their immunogenic epitopes. Fourth, while only 2 patients developed features reminiscent of antibody-mediated rejection, their response to treatment combined with our preclinical data provides the foundation for a prospective clinical trial. Fifth, while we found that neutrophils are recruited during LRA-induced lung injury above the expected levels during ischemia-reperfusion injury, the mechanisms remain unknown. Donor nonclassical monocytes play a dominant role in recruiting host neutrophils through the secretion of chemokines and it is possible that the LRA-antigen complex may enhance donor nonclassical monocytes by binding CD16.

In conclusion, we found that, in lung transplants, IL-1β increased pulmonary endothelial permeability to allow the extravasation of LRAs. Binding of LRAs to cognate self-antigens in the pulmonary interstitium and ischemia-reperfusion caused the activation of classical and alternative complement pathways, which contributed to the immunopathogenesis of PGD, independent of neutrophil-mediated ischemia-reperfusion injury. C5-inhibiting antibodies as well as Factor B inhibition mitigated LRA-associated lung graft dysfunction in humans and mice.

## Methods

### Mice and procedures

Male wild-type C57BL/6J (B6), *Fcrγ^–/–^*, *Il1r^–/–^*, *C1qa^–/–^*, *C3^–/–^*, *Mbl^–/–^*, and *Nr4a^–/–^* mice were obtained from The Jackson Laboratory. IL-1RA (0.2 ng/g body weight i.v.; Sigma-Aldrich) was used for IL-1β–IL-1R antagonism. C1INH (0.4 U/g body weight, Berinert, CSL Behring) and LNP023 (Factor B inhibitor, 30 μg/g body weight, Adooq Bioscience) were injected i.v. in recipients 24 hours before and 1 hour after lung transplantation. IL-1β (10 μg/kg, i.v.; Thermo Fisher Scientific) was injected 8 hours prior to LRA injection. Neutrophils were depleted by using anti-Ly6G antibody (12.5 mg/kg body weight; Bio X Cell, clone 1A8). Complement C5 was inhibited by using a C5-blocking antibody (100 μg/mouse, 1 hour before lung transplant; provided by Alexion Pharmaceuticals). Control mice were treated with the same amounts of IgG isotype control antibody (Bio X Cell). All mice were maintained in a specific pathogen–free facility at the Center for Comparative Medicine at Northwestern University and used for the described experiments at the age of 9–14 weeks and between 24 and 28 g of body weight.

### Mouse lung transplant.

Orthotropic murine left lung transplantation was performed as previously described (46). Briefly, donor mouse was anesthetized with a mixture of xylazine (10 mg/kg) and ketamine (100 mg/kg). Donor lungs were flushed through the pulmonary artery with 3 mL of saline solution and the heart-lung block was excised and kept in cooled (4°C) preservative solution. The bronchus, pulmonary vein, and artery were dissected and prepared for anastomosis. A customized cuff made with a Teflon intravenous catheter was applied to the vascular structures and fixated with a 10-0 nylon ligature. After placement of a microvessel clip on the bronchus to avoid airway infiltration with preservative solution, the graft was stored at 4°C for a period of 90 to 120 minutes of cold ischemic time prior to implantation. The recipient mouse received subcutaneous buprenorphine (0.1 mg/kg) 30 minutes prior to the thoracic surgical incision and every 6 hours as needed after the transplant procedure. The recipient mouse was intubated and a left-sided thoracotomy was performed within the third intercostal space. The recipient’s native lung was gently clamped and pulled out of the thoracic cavity. The space between the artery, the vein, and the bronchus was dissected separately. The artery and vein were temporarily occluded using 8-0 nylon ligatures. The anastomoses were completed by fixating each cuff with 10-0 nylon ligatures. The 8-0 ligatures were released (first vein, then artery) and the lung inflated. The chest incision was closed and recipients separated from the ventilator when spontaneous respiration resumed. No antibiotics or immunosuppressive agents were used postoperatively in any group. LRAs were administered i.v. in recipient mouse: 150 μg each (anti-COLV and anti-KAT) or 300 μg isotype rabbit IgG (Thermo Fisher Scientific) 24 hours before and 1 hour after lung transplantation.

### Antibodies against KAT and COLV

Rabbit polyclonal IgG antibodies against KAT and COLV were produced against KAT and COLV proteins as previously described (47). Purified antibodies were endotoxin free by limulus amebocyte lysate assay. F(ab′)_2_ fragments of IgG antibodies against KAT and COLV were prepared with a Pierce F(ab′)_2_ Preparation Kit, as described by the manufacturer (Thermo Fisher Scientific). For 2-photon microscopy, anti-COLV antibody was conjugated to R-PE using a PE/R-Phycoerythrin Conjugation Kit - Lightning-Link (Abcam, ab102918).

### Arterial blood gases

Arterial blood gases were measured using a fraction of inspired oxygen of 100% after the right pulmonary hilum was clamped for 5 minutes (8). Blood was collected by left ventricular puncture.

### Wet to dry weight ratio

The transplanted left lung was harvested after reperfusion at defined time points, weighed, and then placed at 54°C until a stable dry weight was achieved. The ratio of wet weight to dry weight was then calculated as an indicator of pulmonary edema.

### Flow cytometry

Mouse lung was digested and single-cell suspensions were prepared as previously described (46). Cell suspensions underwent red blood cell lysis using Pharm Lyse buffer (BD Biosciences). Live/dead staining was performed in protein-free solution (HBSS) using fixable viability dye eFluor 506 (eBioscience), followed by incubation with FcR-blocking reagent (Miltenyi Biotec). Antibodies utilized for murine cell staining included rat anti–mouse CD45–FITC (BioLegend, 30-F11), rat anti–mouse Ly6C–eFluor450 (eBiosciences, HK1.4), rat anti–mouse I-A/I-E–PerCPCy5.5 (BioLegend, M5/114.15.2), rat anti–mouse CD45–APC (BioLegend, 30-F11), rat anti–mouse Ly6G–Alexa Fluor 700 (BioLegend, 1A8), rat anti–mouse NK1.1–Alexa Fluor 700 (BD, PK136), rat anti–mouse CD11b–APCCy7 (BioLegend, M1/70), rat anti–mouse CD64–PE (BioLegend, X54-5/7.1), rat anti–mouse SiglecF–PECF594 (BD, E50-2440), and rat anti–mouse CD11c–PECy7 (BD, HL3). For neutrophil quantification, 123Count eBeads (Invitrogen) were added. Flow analysis of fixed samples was done on a BD FACSymphony A5-Laser Analyzer at the Northwestern University Robert H. Lurie Comprehensive Cancer Center Flow Cytometry Core facility. Acquired data were analyzed with FlowJo v10.8 (FlowJo).

### Histology

Tissue sections were stained with hematoxylin and eosin and analyzed blindly. Images were obtained on a Nikon Eclipse microscope or Olympus DP-71, and morphometric analysis was performed using Nikon Elements software. Analysis was performed on 10 different areas of the lungs, and at least 10 high-powered fields were analyzed in each area.

### Single-cell RNA-seq

Single-cell suspensions from 24-hour posttransplant allografts from isotype- or LRA-treated mice were prepared as described previously (18). Allograft was removed and digested with 3 mL Dispase (Corning) with DNase I (Sigma-Aldrich), and gently teased using forceps into small (1–2 mm) fragments followed by incubation at room temperature with gentle agitation for 30 minutes. The resulting suspension (in DMEM + 5% FBS) was passed through a 70 μm cell strainer, erythrocytes were lysed, and filtered through 40 μm cell strainers. Cells were counted using AO/PI and Cellometer K2 (Nexcelom), and cell viability exceeded 90%. Single-cell 3′ RNA-seq libraries were prepared using Chromium Single Cell V2 Reagent Kit and Controller (10× Genomics). Libraries were assessed for quality (TapeStation 4200, Agilent) and then sequenced on a NextSeq 500 or HiSeq 4000 instrument (Illumina). Initial data processing was performed using the Cell Ranger version 6.0 pipeline (10× Genomics), and reads were mapped to mm10 version of the mouse genome, Ensemble build 105. Ambient RNA contamination was removed by the SoupX package (48). Doublets were evaluated by scrublet and removed (49). Downstream single-cell RNA-seq analysis was performed using Seurat Package version 4.0 following the standard workflow posted on the Satija lab website (https://satijalab.org/seurat/) (50). Cells with unique feature counts less than 200 or over 7500 were removed. Cells with RNA counts less than 400 or over 40,000 were removed. Cells having greater than 10% mitochondrial counts were removed. The data were normalized by the “LogNormalize” method and variable features were selected by “vst” method. Reciprocal principal component analysis was used for the data integration. Cell types were identified using both manual annotations based on positive markers from FindAllMarkers function in the Seurat pipeline and a supervised annotation tool, SingleR (51). 

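The epithelium of the LRA libraries held a larger fraction of AT2-like cells than that of the isotype libraries, and isotype replicate 2 stood apart by its neutrophils. The graft suspensions contained 1352 and 1761 epithelial cells with LRAs and 707 and 456 with isotype. AT2-like cells were 631 and 740 of them with LRAs, 191 in isotype replicate 1 (27.0%) and 50 in isotype replicate 2 (11.0%). AT1-like cells made up 34.2% and 41.2% with LRAs and 47.1% and 62.3% with isotype, ciliated-like cells 6.51%, 6.76%, 8.20% and 6.14%, and epithelial cells of no named subtype 12.6%, 10.1%, 17.7% and 20.6%. As a share of all cells, AT2-like cells had a log2 fold change of 1.36 (SE 0.85, adjusted p = 0.452 from edgeR) and all epithelial cells one of 0.35 (adjusted p = 0.996). Over all barcodes, without the cell limits or doublet removal, the AT2 gap was smaller. AT2-like cells were then 830 of 1722 and 1061 of 2278 epithelial cells with LRAs. With isotype they were 386 of 965 and 124 of 556, and their share of all cells had a log2 fold change of 0.79 (adjusted p = 0.973 from edgeR). Neutrophil-like cells were 1317 of 11650 and 1378 of 10665 cells with LRAs, 499 of 4731 in isotype replicate 1 and 2913 of 6384 in isotype replicate 2 (45.6%), a log2 fold change of −1.21 (SE 0.70, adjusted p = 0.452), and they divided between 2 clusters, of which 1 held most of them in the LRA libraries and isotype replicate 2 and the other most of them in isotype replicate 1. B cell–like cells were 23.6% and 16.4% with LRAs and 15.2% and 12.5% with isotype, T cell–like cells 8.68% and 7.84% against 6.53% and 10.0%, and endothelial-like cells 14.9% and 16.3% against 19.5% and 9.05%. Interstitial macrophage–like cells were 4.98%, 4.68%, 8.39% and 2.66% and alveolar macrophage–like cells 3.18%, 4.09%, 6.07% and 1.02% in the same order.

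No class differed in share at an adjusted p under 0.05 over the 4 libraries, and with 2 libraries against 2 an exact permutation test cannot give a two-sided p below 0.333. Without isotype replicate 1, which leaves a lone isotype library, AT2-like cells were at a log2 fold change of 2.98 and neutrophil-like cells at −1.91. Without isotype replicate 2 they were at 0.61 and 0.20. In the same 2 settings NK cell–like cells were at 2.36 and 0.37 and alveolar macrophage–like cells at 1.83 and −0.74. AT2-like cells were deep and alike in depth in every library, with medians of 20836, 24576.5, 20080 and 29416 UMIs per cell, and AT1-like cells shallow, with 779.5, 888, 937 and 841. The classes came from 37 clusters of the 33430 cells used, named from marker genes, since the supervised annotation of the methods was not used here. The largest cluster, of 5730 cells led by Cd79a, Igkc and Ms4a1, was B cell–like. A cluster of 3723 cells led by Retnlg, Ngp and Mmp8 and 1 of 2384 led by Il1rn, Ccl3 and Cxcl2 were neutrophil-like. The AT2-like cluster (1612 cells) was led by Sftpc, Sftpd and Sftpb, surfactant proteins. AT1-like cells formed a cluster of 1179 cells led by Akr1c14, Akap5 and Krt7, with Hopx among its leading genes, and 1 of 625 led by Col4a4, Rtkn2 and Col4a3, with Ager among them. The ciliated-like cluster (293 cells) was led by Ccdc153, Fam183b and Dynlrb2. A cluster of 567 cells led by Scgb3a2, Scgb1a1 and Retnla carried general epithelial markers and was kept in the epithelium without a subtype, and rebuilt classes of this kind can differ from those of the study.

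**Figure D2:**
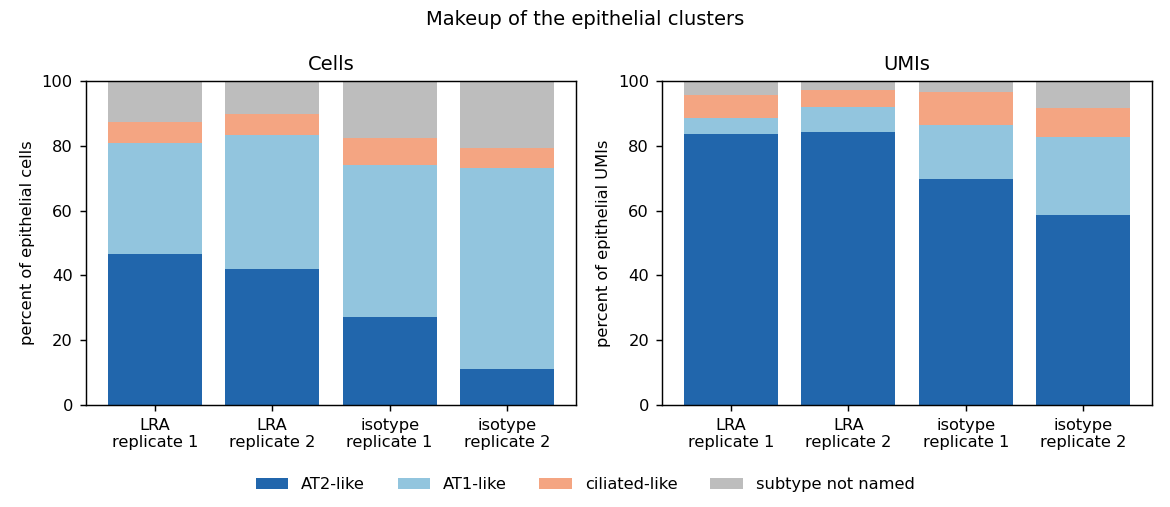
Makeup of the epithelial clusters in each library, as percent of epithelial cells (left) and as percent of epithelial UMIs (right), stacked by AT2-like, AT1-like and ciliated-like cells and cells of no named subtype. The AT2-like band of the left panel is 46.7% in LRA replicate 1.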

The RNA-seq data can be found in the NCBI Gene Expression Omnibus repository (GEO GSE211501).

### Two-photon intravital lung microscopy.

Two-photon intravital lung microscopy imaging was performed using a Nikon A1R-MP+ multiphoton microscope system with a Coherent Chameleon Vision titanium sapphire laser. As previously described (18), mice were anesthetized with an i.p. injection of ketamine (80 mg/kg) and xylazine (10 mg/kg), intubated orotracheally, and ventilated with room air at a rate of 120 breaths/minute with a tidal volume of 0.5 mL. A left thoracotomy was performed to expose the left lung, and the lung was imaged using a custom-built chamber maintained at 37°C. Vetbond was used to attach the lung tissue to the bottom of the cover glass without direct pressure on the exposed lung. For time-lapse imaging of location and extent of anti-COLV–PE deposition in lungs, we averaged 37 video-rate frames (0.5 seconds per slice) during the acquisition to match the ventilator rate and minimize movement artifacts. To visualize blood vessels, 25 μL of FITC-dextran (2 × 10^6^ Da, 5 mg/mL, Thermo Fisher Scientific) in 25 μL of PBS was injected i.v. 5 minutes prior to imaging. For each mouse, images of 512 × 512 μm in the *x* and *y* dimensions were acquired for 5 minutes prior to and for 15 minutes following injection of anti-COLV–PE (1 mg/kg i.v.) using a water immersion lens (Apo LWD 25× 1.10W DIC N2) at an excitation wavelength tuned at 1000 nm. Images were processed and analyzed using Nikon NIS-Elements NIS.ai and Bitplane Imaris software for background/fluorophore spillover subtraction and fluorescence quantification of deposited fluorophores. Data were transferred and plotted in GraphPad Prism 9.0 (Sun Microsystems) for analysis and creation of graphs.

### Bronchoalveolar lavage fluid

The right pulmonary hilum was clamped, and left lung bronchoalveolar lavage fluid (BALF) was obtained by instilling lung airways 2 times with 0.5 mL PBS. BALF was centrifuged and the supernatant was used for complement C3 determination.

### ELISA

Mouse complement C3 ELISAs were performed using commercially available kits accordingly to the manufacturer’s instructions (Abcam). To determine autoantibodies in patients’ serum, LABScreen autoantibody kits (LSAUT1-3, One Lambda) was used according to the manufacturer’s instructions.

### Immunohistochemistry

Mice were anesthetized with pentobarbital sodium (50 mg/kg, i.p.) and lung tissues were excised and fixed with 10% neutral buffered formalin. Paraffin-embedded sections were incubated with rabbit anti-C4d IgG (1:200, overnight at 4°C; Hycult Biotech, HP8033) or rabbit anti–C5b-9 IgG (Bioss Antibodies, bs-2673R) and then successively reacted with donkey anti–rabbit IgG H&L (Alexa Fluor 488) (1:500, 1 hour at room temperature; Abcam, ab150073). For LRA deposition, paraffin-embedded sections were incubated directly with with donkey anti–rabbit IgG H&L (Alexa Fluor 488) as above. Nuclei were stained with Hoechst 33342 (MilliporeSigma). Confocal images were acquired using a Zeiss Axio Imager Z2 with ApoTome.2 microscope equipped with Axiocam 503 Mono, X-Cite 120 LED Boost System and Zen 2.3 software (Carl Zeiss).

### In vitro endothelial cell permeability

Lung primary microvascular endothelial cells (Cell Biologics, C57-6011) were grown in phenol red–free endothelial cell medium (ScienCell), seeded in collagen-coated inserts, and permeability was determined using a vascular permeability assay kit according to the manufacturer’s instructions (Millipore). FITC-conjugated anti-COLV antibody, labeled using a FITC Conjugation Kit (Fast) - Lightning-Link (Abcam), was added to wells in the absence or presence of 50 ng/mL recombinant mouse IL-1β (Thermo Fisher Scientific) and fluorescence was red with a plate reader with filters appropriate for 485 nm and 535 nm excitation and emission, respectively.

### Definition of primary graft dysfunction

Patients with no evidence of pulmonary edema on chest x-ray were considered grade 0. Absence of invasive mechanical ventilation was graded according to the PaO_2_/FiO_2_ ratio, using methods similar to those receiving mechanical ventilation. If PaO_2_ was not available for calculation of a PaO_2_/FiO_2_ ratio, then an oxygen saturation/FiO_2_ ratio was used for calculations. Grade 3: PaO_2_/FiO_2_ ratio < 200. The worst PaO_2_/FiO_2_ ratio within 72 hours after lung transplantation was used. Use of extracorporeal lung support with bilateral pulmonary edema on chest x-ray image was considered grade 3.

### Immunosuppressive therapy

All lung transplant recipients received standardized immunosuppressive therapy. Methylprednisolone 500 mg i.v. intraoperatively and basiliximab 20 mg i.v. intraoperatively and postoperative day (POD) 4 were given as induction immunosuppressive therapy.

Maintenance immunosuppression was conducted as follows: Prednisone 0.5 mg/kg p.o. daily from POD 1, mycophenolate mofetil 1000 mg i.v. bid from POD 1, and tacrolimus 0.015 mg/kg total daily dose sublingual, targeting from 8 to 12 ng/mL.

Patients with LRAs that developed PGD underwent treatment for antibody-mediated rejection using i.v. methylprednisolone (1000 mg) for 3 days, and daily plasmapheresis for 3 days followed by i.v. immunoglobulin (1 mg/kg) and eculizumab (1200 mg, 900 mg, and 600 mg on days 1, 2, and 3).

### Statistics

#### Murine.

Mouse data analysis was performed using Prism 8 (GraphPad Software). Results are expressed as mean ± SD and the *n* values for each data set are provided in the figure legends. Statistical significance was assessed by 2-tailed Student’s *t* test or 1-way ANOVA followed by Tukey’s post hoc test. A *P* value of less than 0.05 was considered significant.

#### Human.

Incidence of grade 3 primary graft dysfunction after lung transplantation was compared between the LRA-positive and LRA-negative groups. Continuous variables were compared using a 2-tailed Student’s *t* test and are reported as mean ± SD. Categorical variables were compared using Fisher’s exact test and are reported as numbers (percentages). *P* values of less than 0.05 were accepted as statistically significant. A logistic regression model was used to derive odds ratios and 95% CIs. To build our models, we performed a univariate analysis and included all predictors if the test had a *P* value of 0.2 or less. To assess the overall goodness of fit, we used Gronnesby’s and Borgan’s tests. Statistical analyses were performed using EZR (Saitama Medical Center, Jichi Medical University, Saitama, Japan), which is a graphical user interface for R (The R Foundation for Statistical Computing, Vienna, Austria). It is a modified version of R commander designed to add statistical functions frequently used in biostatistics.

### Study approval

#### Murine.

All procedures were approved by the Institutional Animal Care and Use Committee (IS00010493) at Northwestern University. Animals received humane care in compliance with the NIH *Guide for the Care and Use of Laboratory Animals* (National Academies Press, 2011) and the Principles of Laboratory Animal Care formulated by the National Society for Medical Research.

#### Human.

Patient data were collected retrospectively using the electronic medical records and stored in a database. A total of 56 adult patients undergoing lung transplantation at our institution were prospectively tested for antibodies. This study was approved by The Northwestern University Institutional Review Board (STU00207250). However, the need for patient consent for data collection was waived by the IRB as this was a retrospective study.

## Author contributions

WY, EL, and DK contributed to conceptualization, study design, methodology, data collection, validation, formal analysis, and manuscript writing. EJC, FLNS, YY, NK, and CK contributed to formal analysis and methodology. QW, AY, and HS conducted experiments. XL, DAP, GRSB, and TM contributed to formal analysis, visualization, and manuscript writing. AB contributed to conceptualization, methodology, validation, formal analysis, investigation, resources, data curation, writing, visualization, supervision, project administration, and funding acquisition.

## Supplementary Material

Supplemental data

Supplemental video 1

Supplemental video 2

## Figures and Tables

**Figure 1:**
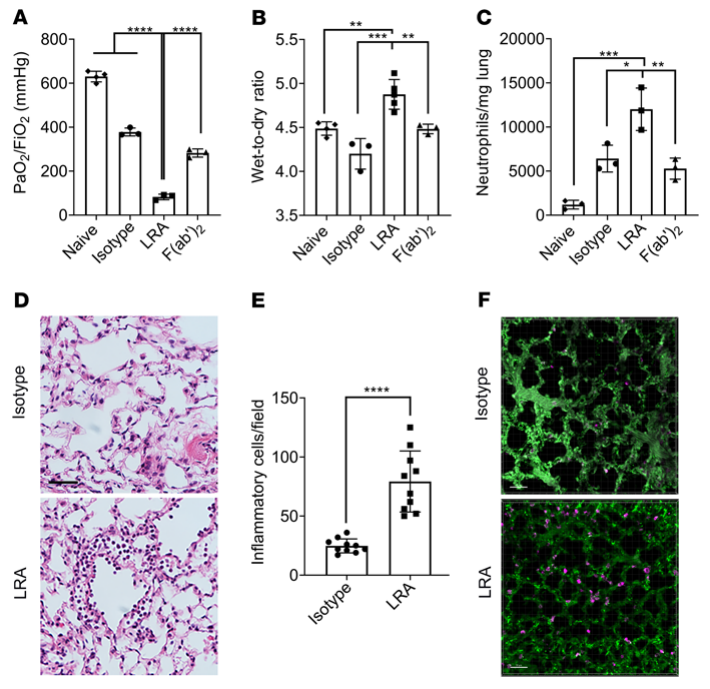
Preexisting whole lung-restricted antibodies (LRAs) against self-antigens induce primary graft dysfunction after syngeneic murine lung transplantation. Recipient mice received 150 μg each (i.v.) of isotype control, LRAs (anti–collagen type V plus anti–K-α1 tubulin), or LRA F(ab′)_2_ portion, 24 hours before and 1 hour after lung transplantation. (**A**) Twenty-four hours after transplantation, arterial blood oxygenation was analyzed after clamping the right hilum (*n =* 3–4). Lungs were also harvested for assessment of (**B**) pulmonary edema (*n =* 3–5) and (**C**) neutrophils (live CD45^+^SiglecF^–^CD11b^+^Ly6G^+^) (*n* = 3). (**D**) Histology showing capillaritis and alveolar edema in mice treated with LRAs but not isotype control antibodies. Scale bar: 20 μm. (**E**) Inflammatory cells (both polymorpho- and mononuclear) were counted in 10 high-power fields (×40) and averaged for each group. (**F**) Pictures from 2-photon microscopy showing LRA (magenta) deposition. Scale bar: 50 μm. Data are presented as mean ± SD. PaO_2_/FiO_2_, arterial oxygen pressure. Graphs in **A**–**C** were analyzed by 1-way ANOVA followed by Tukey’s post hoc test. Graph in **E** was analyzed by unpaired, 2-tailed Student’s *t* test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001.

**Figure 2:**
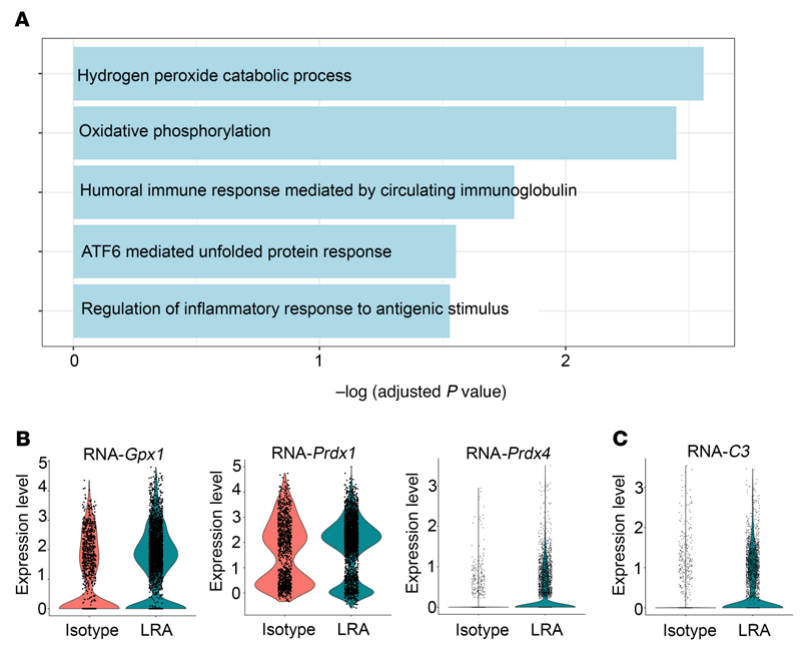
Differential expression analysis of single-cell RNA-seq data from isotype- or LRA-treated murine allograft after lung transplantation within epithelial cells. (**A**) Functional enrichment analysis with GO Biological Processes was performed with the significantly upregulated genes in epithelial cells from LRA-treated compared with isotype-treated murine lung allograft. (**B** and **C**) Violin plots of expression for select genes significantly upregulated in epithelial cells from LRA-treated compared with isotype-treated murine lung allograft.

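In epithelial cells, genes of oxidative phosphorylation and of endoplasmic reticulum (ER) protein folding ranked higher with LRAs than the other genes tested, and those of complement and of Fc receptors did not. For these lists, written from general knowledge on the subjects of the terms in Figure 2A, a competitive test of the list against all other genes was used (camera, with a preset inter-gene correlation of 0.01 and adjustment over 25 lists). All 77 nuclear genes of oxidative phosphorylation had a positive log2 fold change, with a median of 0.41 (adjusted p = 3.39e-10). The call was lost at adjusted p = 0.698 with an estimated correlation, and no member passed singly, also when adjusted over the list alone. Atp5o, a subunit of ATP synthase, was at 277 and 303 CPM with LRAs and 176 and 186 with isotype, and Ndufs8, a subunit of complex I, at 110 and 116 against 77.0 and 73.4. The 13 genes encoded in the mitochondrial genome had a median of 0.13 and did not pass (adjusted p = 0.289). Of 36 ER chaperones and targets of ATF6, a transcription factor of the unfolded protein response, 26 had a positive fold change, with a median of 0.36 (adjusted p = 2.13e-06, and adjusted p = 0.698 with an estimated correlation). Over epithelial cells without AT2-like cells, a setting chosen after the values were seen, the ER median was −0.082. No member passed, also when adjusted over the list alone, where Creld2 and Sdf2l1, ER proteins induced by unfolded protein, were nearest at an adjusted p of 0.0558. Creld2 was at 85.3 and 103 CPM with LRAs and 44.8 and 43.9 with isotype, and Sdf2l1 at 89.5 and 141 against 39.5 and 46.0.

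Of 34 antioxidant enzymes, 24 had a positive log2 fold change, with a median of 0.29 and a mean of 0.10 (adjusted p = 0.0327). The call was lost at adjusted p = 0.698 with an estimated correlation, and no member passed over all genes or when adjusted over the list alone. The study drew 3 of these enzymes from the same libraries, so the direction of the list is not independent of Figure 2B. Besides them, the peroxiredoxin Prdx2 was at 185 and 196 CPM with LRAs and 129 and 127 with isotype, whereas the superoxide dismutase Sod1 was at 202 and 253 against 334 and 394 and the peroxidasin Pxdn at 5.00 and 7.43 against 20.5 and 13.5. Targets of NRF2, the transcription factor that drives antioxidant genes, had a median of −0.37 over 26 genes and did not pass (adjusted p = 0.182). Complement components and regulators had a median of 0.11 over 26 genes, 16 of them positive (adjusted p = 0.202), with Cfi, which cleaves C3b, at 2.56 and 2.71 CPM against 1.04 and 0 (log2 fold change 1.91) and the classical-pathway protease C1s1 at 0.855 and 1.16 against 2.43 and 5.48 (−1.85). The 15 genes of Fc receptors and immune complex signalling had a median of −0.06 and a mean of 0.04, which differ in sign (adjusted p = 0.845), with Fcgr1 at 1.64 and 1.46 CPM against 0.347 and 0.422 (2.03). Isotype values of Fcgr1, Cfi and C1s1 rest on few molecules, since the epithelial sums of isotype replicates 1 and 2 held 5236599 and 2343582 UMIs. Genes of IL-1 and NF-κB responses had a median of −0.58 over 29 genes (adjusted p = 0.111), with the chemokines Ccl2 at 1.73 and Ccl7 at 2.12 and the receptor antagonist Il1rn at −2.59. Across all 25 lists, 15 passed with the preset correlation, 10 of them up, and none passed with an estimated one or by fry, whose lowest adjusted p was 0.357. In every other class tested, 0 lists passed with an estimated correlation or by fry. Only 4 libraries inform that estimate, and neither test was tried on simulated lists. A call lost there therefore does not show that a list was unchanged. Fisher's exact test had no gene to count, since edgeR called 0 genes higher.

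Lists of cell identity and of other cell types moved in the same comparison. Genes of surfactant and AT2 identity had a median of 0.76 over 25 genes (adjusted p = 1.31e-09) and AT1 identity genes −1.28 over 18 (adjusted p = 7.90e-16), with Hopx at 287 and 465 CPM with LRAs against 1481 and 1507 and 12 members lower when adjusted over the list alone. Both calls were lost with an estimated correlation, at adjusted p = 0.698 and adjusted p = 0.567 with an estimated correlation. Lymphocyte and immunoglobulin genes had a median of 1.46 over 16 genes (adjusted p = 1.37e-16, and adjusted p = 0.567 with an estimated correlation), with the granzyme Gzma at 45.2 and 18.6 CPM against 1.74 and 0.843, and 6 members were higher when adjusted over the list alone. Macrophage and monocyte genes had a median of 0.64 over 21 genes (adjusted p = 2.01e-05, and adjusted p = 0.567 with an estimated correlation). Neutrophil genes had a median of −1.06 over 16 (adjusted p = 0.228), and the 8 hemoglobin and erythroid genes a median of −0.09 and a mean of 0.07, which differ in sign (adjusted p = 0.315). The share of free RNA in the epithelial sums, estimated from hemoglobin, neutrophil and immunoglobulin genes, was 11.0% and 10.0% with LRAs and 4.17% and 5.71% with isotype. Its reference was the sum of all barcodes of a library, not empty droplets. Hemoglobin genes alone gave 14.1% and 10.7% against 2.46% and 15.8%, which did not separate the groups. Neutrophil genes gave 10.9% and 10.4% against 4.66% and 4.91%, and immunoglobulin genes 7.21% and 7.63% against 3.92% and 6.50%. With every library drawn to the same makeup of epithelial clusters, the median of antioxidant enzymes was 0.14 and its call ended. Without isotype replicate 1 and without isotype replicate 2, the median of the interferon list moved from −3.40 to 0.34, that of IL-1 and NF-κB responses from −1.43 to 0.73 and that of NRF2 targets from −0.76 to 0.44.

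**Figure D3:**
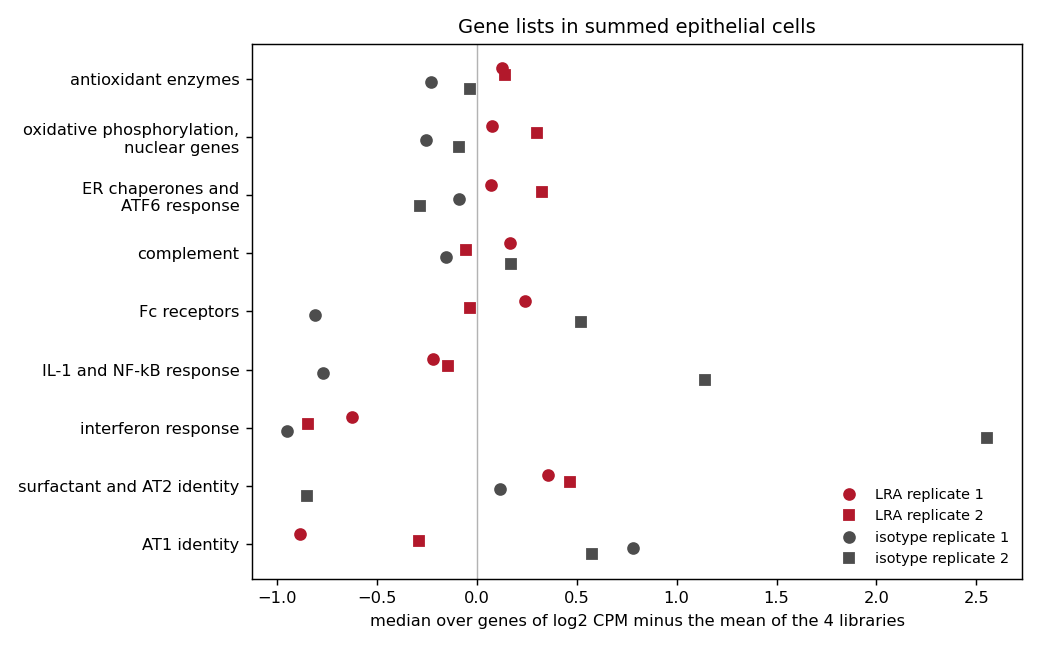
Level of gene lists in summed epithelial cells, 1 point per library. The horizontal axis is the median over the genes of a list of the log2 CPM in that library minus the mean of the 4 libraries, and each line of points is 1 list. For oxidative phosphorylation both LRA libraries (0.08 and 0.30) lie right of both isotype libraries (−0.25 and −0.09), and for the interferon response isotype replicate 2 lies at 2.56 with the others between −0.95 and −0.62.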

**Figure 3:**
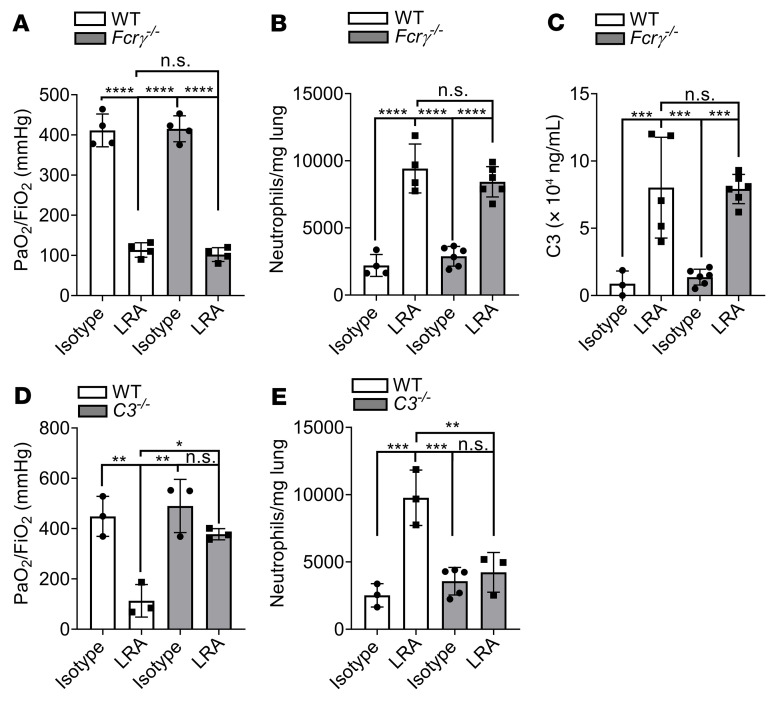
LRAs activate complement pathway to mediate lung graft injury. (**A**) WT or *Fcrγ^–/–^* recipients received 150 μg each (i.v.) of isotype control or LRAs (anti–collagen type V plus anti–K-α1 tubulin) 24 hours before and 1 hour after lung transplantation. Arterial blood oxygenation was analyzed after clamping the right hilum (*n =* 4). (**B**) Lungs treated as in **A** were also harvested for neutrophil quantification (live CD45^+^SiglecF^–^CD11b^+^Ly6G^+^) (*n* = 3). (**C**) WT or *Fcrγ^–/–^* recipient mice were treated as in **A**. Twenty-four hours after transplantation, bronchoalveolar lavage fluid (BALF) was obtained and C3 concentration measured by ELISA (*n =* 3–6). (**D**) WT or *C3^–/–^* recipient mice were treated as in **A**. Arterial blood oxygenation was analyzed after clamping the right hilum (*n =* 3). (**E**) Quantification of neutrophil recruitment into lungs in mice treated as in **A** (neutrophil gating: live CD45^+^SiglecF^–^CD11b^+^Ly6G^+^) (*n =* 3–5). Data are presented as mean ± SD. PaO_2_/FiO_2_, arterial oxygen pressure. Graphs were analyzed by 1-way ANOVA followed by Tukey’s post hoc test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; NS, not significant.

**Figure 4:**
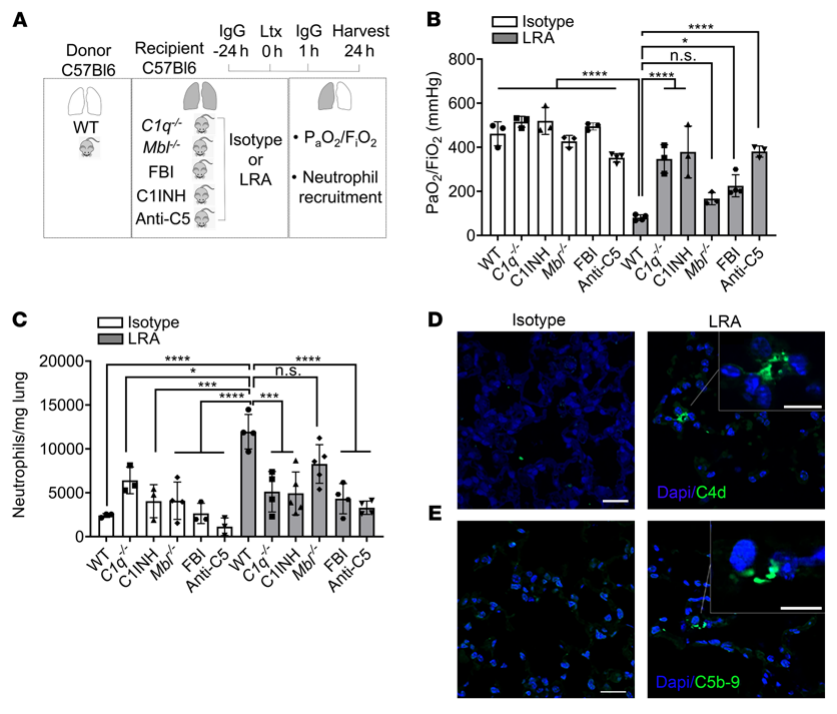
LRAs activate classical and alternative complement pathways to mediate lung graft injury. (**A**) Diagram depicting experiments shown in **B** and **C**. WT, *C1q^–/–^*, or *Mbl^–/–^* recipient mice received 150 μg each (i.v.) of isotype control or LRAs (anti–collagen type V plus anti–K-α1 tubulin) 24 hours before and 1 hour after lung transplantation (Ltx). For some experiments, WT recipient mice treated with antibodies as described received C1INH, LNP023 (Factor B inhibitor, FBI), or anti-C5 neutralizing antibody. (**B**) Arterial blood oxygenation from mice described in **A** was analyzed after clamping the right hilum (*n =* 3). (**C**) Quantification of neutrophil recruitment into lungs in mice treated as described in **A** (neutrophil gating: live CD45^+^SiglecF^–^CD11b^+^Ly6G^+^) (*n* = 3–5). (**D** and **E**) Immunocytochemistry for C4d (**D**) and C5b-9 (**E**) in allografts of LRA-treated mice (right) compared with isotype-treated mice (left). Data are presented as mean ± SD. PaO_2_/FiO_2_, arterial oxygen pressure. Graphs were analyzed by 1-way ANOVA followed by Tukey’s post hoc test. *P < 0.05; ***P < 0.001; ****P < 0.0001; NS, not significant. Scale bars: 20 μm and 10 μm (insets).

**Figure 5:**
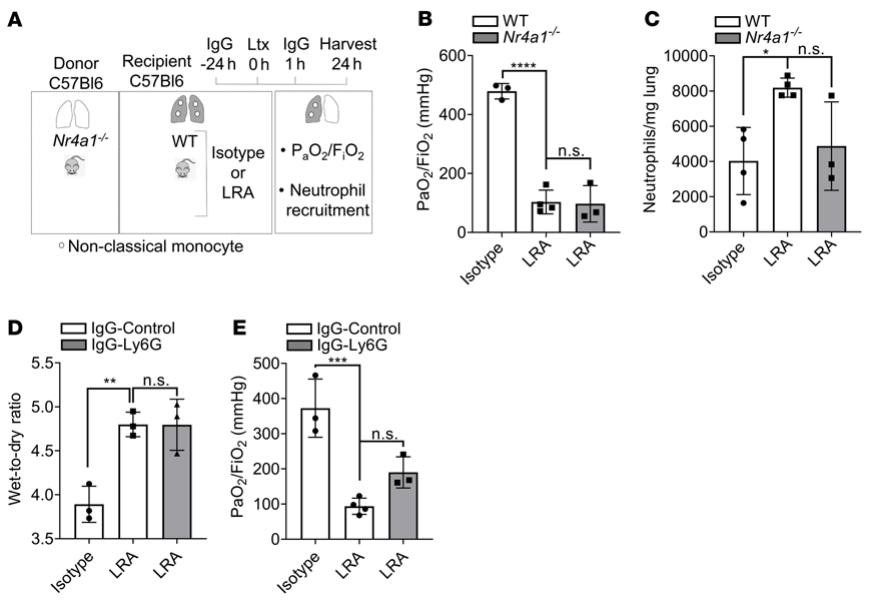
LRA-induced lung dysfunction is complementary to ischemia-reperfusion injury. (**A**) Diagram depicting experiment shown in **B** and **C**. WT recipient mice received 150 μg each (i.v.) of isotype control or LRAs (anti–collagen type V plus anti–K-α1 tubulin) 24 hours before and 1 hour after lung transplantation (Ltx) using donor *Nr4a1^–/–^* mice. (**B**) Arterial blood oxygenation from mice described in **A** was analyzed after clamping the right hilum (*n =* 3). (**C**) Quantification of neutrophil recruitment into lungs in mice treated as described in **A** (neutrophil gating: live CD45^+^SiglecF^–^CD11b^+^Ly6G^+^) (*n* = 3–4). (**D**) WT recipient mice treated as in **A** were injected (i.p.) with isotype or anti-Ly6G antibody 24 hours before lung transplantation and harvested for determination of pulmonary edema 24 hours after transplantation (*n =* 3). (**E**) WT recipient mice treated as described in **D**. Arterial blood oxygenation was analyzed after clamping the right hilum (*n =* 3–4). Data are presented as mean ± SD. PaO_2_/FiO_2_, arterial oxygen pressure. Graphs were analyzed by 1-way ANOVA followed by Tukey’s post hoc test. *P < 0.05; **P < 0.01; ***P < 0.001; ****P < 0.0001; NS, not significant.

**Figure 6:**
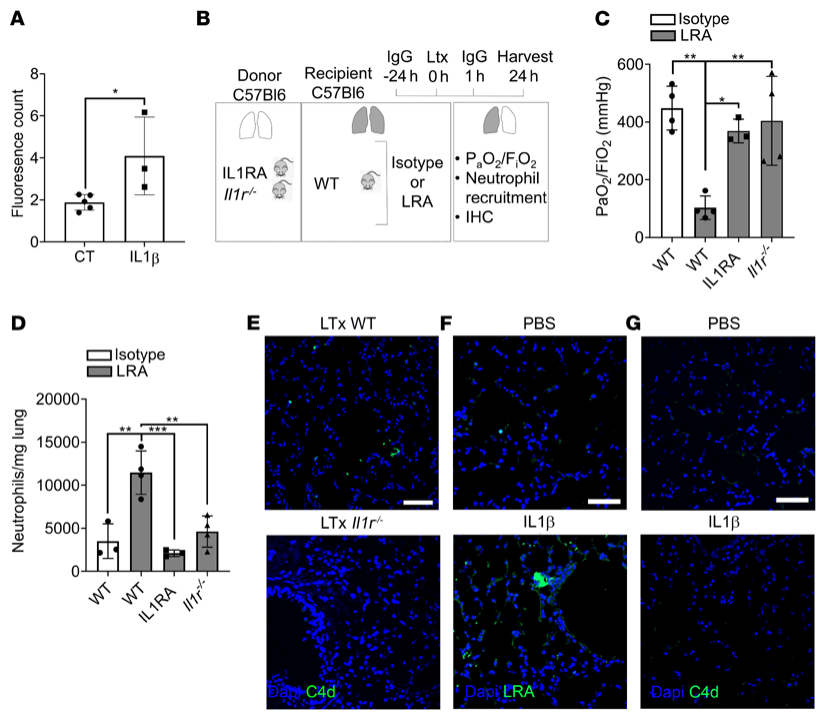
IL-1β is necessary to increase vascular endothelial permeability and extravasation of LRAs. (**A**) Mouse primary lung microvascular endothelial cells were seeded at 200,000 cells per insert and cultured until confluent. Monolayers were incubated for 24 hours in the absence (control, CT) or presence of 50 ng/mL IL-1β in growth medium. FITC-antibody permeability testing was performed as described in the Methods. (**B**) Diagram depicting experiment shown in **C** and **D**. WT recipient mice received 150 μg each (i.v.) of isotype control or LRAs (anti–collagen type V plus anti–K-α1 tubulin) 24 hours before and 1 hour after lung transplantation (Ltx). Donor lungs were from *Il1r^–/–^* mice or WT mice treated with IL-1RA 24 hours before and 1 hour after lung transplant. (**C**) Arterial blood oxygenation from mice described in **B** was analyzed after clamping the right hilum (*n =* 3). (**D**) Quantification of neutrophil recruitment into lungs in mice treated as described in **B** (neutrophil gating: live CD45^+^SiglecF^–^CD11b^+^Ly6G^+^) (*n* = 3–5). (**E**–**G**) Immunohistochemistry for C4d (**E** and **G**) and LRAs (**F**) in allografts of LRA-treated wild-type mice (upper) compared with LRA-treated *Il1r^–/–^* mice (lower) (**E**) or in lungs from PBS- or IL-1β–treated mice (**F** and **G**). Data are presented as mean ± SD. PaO_2_/FiO_2_, arterial oxygen pressure. Graphs were analyzed by 1-way ANOVA followed by Tukey’s post hoc test. *P < 0.05; **P < 0.01; ***P < 0.001. Scale bars: 20 μm.

**Table 1:**
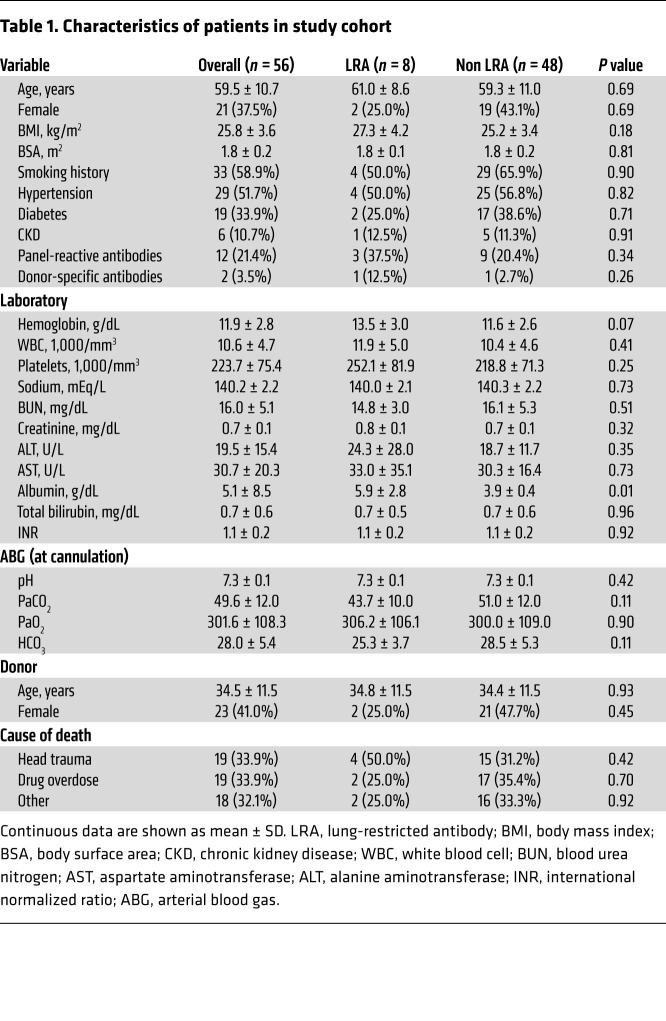
Characteristics of patients in study cohort

**Table 2:**
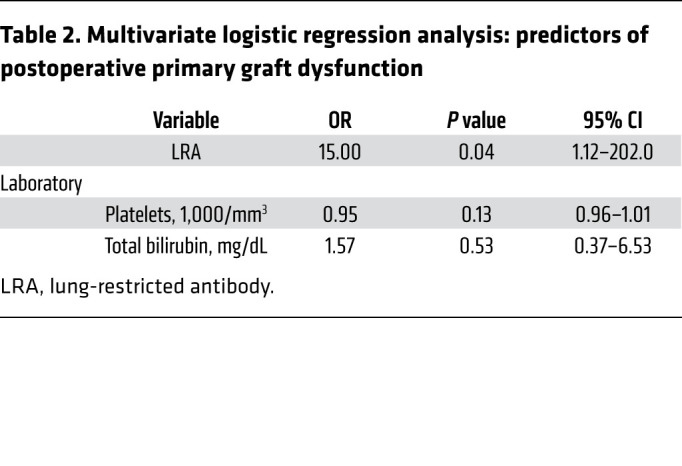
Multivariate logistic regression analysis: predictors of postoperative primary graft dysfunction

## Version 1 10/17/2022

Electronic publication

How the deposited data were processed for this re-analysis (not part of the article)

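Cells from whole left-lung grafts were measured by droplet single-cell 3′ RNA-seq in 4 libraries, 2 from recipients given LRAs and 2 from recipients given isotype control IgG, all taken 24 hours after transplantation. Each library's condition and replicate number came from its label, and the antibody doses and times from the paper. The sections of the paper on flow cytometry, histology, blood gases and knockout mice rest on other measurements, which were not analysed here.

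The authors deposited for each library a matrix of UMI counts per gene and cell barcode, with whole numbers and no normalization, as Cell Ranger writes for barcodes called as cells. The methods name Cell Ranger 6.0 and the mm10 mouse genome, while the submitters' processing notes name Cell Ranger 2.1.1, and both name Seurat 4.0. The methods go on to remove free RNA with SoupX and doublets with Scrublet, to filter cells, to normalize with LogNormalize and to integrate by reciprocal principal components. The deposited counts precede all of these steps, which were therefore redone here where the counts allowed. SoupX was not run because it needs the empty droplets, and SingleR was not used here. Gene coordinates came from the annotation of GRCm38 (GENCODE vM21), in which 617 of the 617 genes looked up were found.

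Cells were kept with 200 to 7500 genes, 400 to 40000 UMIs and at most 10% mitochondrial UMIs. Scrublet, run per library in scanpy 1.11.5 with an expected rate of 0.06 and a simulated doublet ratio of 2, set automatic thresholds that marked almost no cells in some libraries, so that a fixed score of 0.25 was used in all, chosen after the automatic calls were seen. It marked 2.64% and 2.44% of the LRA barcodes and 1.64% and 2.65% of the isotype barcodes within the limits. Seurat 5.3.0 then normalized with a scale factor of 10000, chose 2000 variable features by vst, integrated the libraries by reciprocal principal components over 30 dimensions and clustered at a resolution of 0.8. A cluster was named for a class where at least 3 of its markers were raised at least 2-fold and found in at least 10% of its cells, and stayed unnamed where its 10 leading genes, each found in at least 25% of its cells, held more markers of another class. Names are written with "-like", and class names below stand for such clusters. Counts were summed per library over the cells of a class with at least 30 cells in every library. The design named the classes to test, of which 8 met this minimum besides epithelial cells and their AT2 and AT1 subtypes. Dendritic cells and platelets or megakaryocytes also met the minimum but were not named in the design and were not tested. Nonclassical monocytes were added as a class after classical monocytes fell below the minimum, with 23 cells in 1 library, which made 9.

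Summed counts were tested with edgeR 4.0.16 in R 4.3.3, with filterByExpr at its default minimum count of 10, TMM factors, quasi-likelihood F tests and Benjamini-Hochberg adjustment, at an adjusted p of 0.05. CPM of tested genes are TMM-scaled unless called otherwise. Gene lists were tested with camera in limma 3.58.1, with a preset inter-gene correlation of 0.01 and with an estimated one, with fry and with Fisher's exact test. Differences of the LRA effect between epithelial cells and another class were tested as the interaction of class and condition with the library as a block. Shares of cells were tested with edgeR on cells per class with total cells as library size. Shares of cells with a UMI were also computed after thinning each cell to 1000 UMIs. Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 were used for the rest.

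The 25 lists covered antioxidant enzymes, NRF2 targets, nuclear genes of oxidative phosphorylation, mitochondrially encoded genes, complement components and regulators, ER chaperones and the ATF6 response, Fc receptors and immune complex signalling, IL-1 and NF-κB responses, the interferon response, MHC class II and class I presentation, the proteasome, alveolar injury and transitional epithelium, surfactant and AT2 identity, AT1 identity, hypoxia and glycolysis, heat shock and immediate early genes, the cell cycle, cytosolic ribosomal proteins, and endothelial junctions and permeability. The remaining lists held genes of other cell types in the suspension, namely hemoglobin and erythroid, neutrophil, macrophage and monocyte, endothelial, and lymphocyte and immunoglobulin genes. The sample mapping, lists, cell type markers, tests and most alternatives were fixed before the data were examined. The rule for named genes, fixed at the same time, took the 4 genes of Figure 2, B and C; in epithelial cells the 10 higher and 10 lower genes with the largest log2 fold change among those that passed, lay outside the range of the other group and had a mean log2 CPM of at least 4; up to 2 higher and 2 lower members of each list with the smallest p; the genes of the mechanism proposed in the paper in the class where they were highest; and up to 3 higher and 3 lower genes of each other class. No epithelial gene passed, so the second part named none.

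The epithelial test covered 13498 genes. It was tried on counts simulated from the real means and library sizes, with 200 genes changed in each of 10 draws. The changed genes were picked above a minimum expression level. Genes of like expression were given the same spread, in both groups alike, which the real libraries did not have. For B cells, over 11163 genes, the test recovered 98.7% of 4-fold and 71.7% of 2-fold changes, and 3.62% of its calls were false. Camera with the preset correlation called 50 of 50 simulated lists of 40 genes raised 1.5-fold and 0 of 200 unchanged lists. The simulated genes were drawn independently of each other, so this trial does not cover real lists, whose genes can vary together. Camera with an estimated correlation and fry were not tried on simulated lists. The interaction test for epithelial cells against B cells, over 13805 genes, recovered 83.3% of 4-fold differences in 3 draws, with 4.03% of its calls false. The summed counts behind these tests came from 70090284 and 79290123 UMIs with LRAs and 24998028 and 36941357 UMIs with isotype over all cells used, and the median absolute log2 difference between the 2 isotype libraries in epithelial cells was 0.41 and that between the 2 LRA libraries 0.19.

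The alternatives were DESeq2 1.42.0, limma-voom, library size only, no filter on low counts, at least 50 counts in every library, leaving out each library in turn, the replicate number as a block, no doublet removal, at most 5% mitochondrial UMIs, all barcodes, AT2 cells only, the same makeup of epithelial clusters in every library, clusters from unintegrated components, cells thinned to 1000 UMIs, subtraction of the counts that free RNA would give according to 18 hemoglobin, neutrophil and immunoglobulin genes, and mean LogNormalize values tested with limma. Added after seeing the data were a crossed pairing of the replicate numbers, epithelial cells without AT2 cells, epithelial cells without the cluster of no named subtype, and limma-voom in the other classes.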

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

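The tests of makeup, of depth per cell and of free RNA below were chosen after the results they address were seen, and the tests of doublets and of neutrophil RNA before.

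The LRA effect on ER chaperones and the ATF6 response was stronger in epithelial cells than in 9 of 9 other cell classes, by camera with the preset correlation on the difference of effects, with median differences of 0.10 to 0.51 on the log2 scale, but than in 0 of 9 with an estimated correlation (lowest adjusted p = 0.576), and without AT2 cells the epithelial median of the list turned from 0.36 to −0.082. With the preset correlation, that on nuclear genes of oxidative phosphorylation was stronger than in 8 of 9 classes, with median differences of −0.14 to 0.38, the negative one being against alveolar macrophages, where the test had the other sign and did not pass (adjusted p = 0.824). With an estimated correlation it was stronger than in 0 of 9 classes, and antioxidant enzymes and complement genes differed in 0 of 9 classes in either way. With AT2 cells in place of all epithelial cells, the ER list passed against 6 of 9 classes with the preset correlation, not against B cells (adjusted p = 0.352), T cells (adjusted p = 0.0845) or fibroblasts (adjusted p = 0.271), and oxidative phosphorylation against 5 of 9, not against T cells (adjusted p = 0.225), endothelial cells (adjusted p = 0.610), fibroblasts (adjusted p = 0.0813) or alveolar macrophages (adjusted p = 0.123). None of these passed with an estimated correlation, where the lowest adjusted p was 0.878.

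Single genes differed in the same kind of comparison by edgeR's interaction test, which was not repeated without single libraries. Hopx, an AT1 marker, had a difference of −1.93 (SE 0.30, adjusted p = 0.0252) between its LRA effect in epithelial cells and that in NK cells, and AT1 cells made up 34.2% and 41.2% of the epithelium with LRAs and 47.1% and 62.3% with isotype. The cytotoxic lymphocyte genes Nkg7 and Gzma had differences of 3.66 (adjusted p = 0.0252) and 3.83 (adjusted p = 0.00664) against NK cells. The lymphocyte and immunoglobulin list was higher with them in epithelial cells (lower LRA library at a level of 0.48, higher isotype library at −0.17, as the median over genes of log2 CPM minus the mean of the 4 libraries), and the estimated share of free RNA in the epithelial sums was 11.0% and 10.0% with LRAs and 4.17% and 5.71% with isotype. Hemoglobin genes alone gave 15.8% in isotype replicate 2, above both LRA libraries, while neutrophil and immunoglobulin genes gave lower shares there. Il7r, the IL-7 receptor, had a difference of 3.81 (adjusted p = 0.0252) against NK cells, in which it was itself lower with LRAs, at 21.4 and 11.1 CPM against 75.3 and 240 (log2 fold change −3.01, SE 0.43, adjusted p = 0.0108). It was the only gene that edgeR called in NK cells, of which isotype replicate 2 held 40, and limma-voom called 0 there. The interferon-induced genes Ifit2 and Rsad2 had differences of −5.16 (adjusted p = 0.0394) against NK cells and −5.75 (adjusted p = 0.00149) against fibroblasts, and isotype replicate 2 alone carries the epithelial side, with the interferon list at a level of 2.56 there and of −0.62, −0.84 and −0.95 in LRA replicate 1, LRA replicate 2 and isotype replicate 1. Nkg7, Ifit2 and Rsad2, like Hopx, were not called with AT2 cells in place of all epithelial cells, whereas Gzma (6.75, adjusted p = 0.0318) and Il7r (5.79, adjusted p = 0.00209) were against NK cells, and so were Irf8 (4.02), Iglc3 (4.43) and Scgb3a2 (−2.97) against NK cells and Gzma (7.09), Il4i1 (−6.93) and Scgb3a2 (−2.72) against fibroblasts.

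In B cells, which the paper does not discuss at the level of transcripts, 3 genes were higher with LRAs by edgeR and 0 were lower, with 370 higher and 365 lower at an unadjusted p under 0.05. Fabp5, a fatty acid–binding protein, was at 34.2 and 33.8 CPM against 9.23 and 10.4 (log2 fold change 1.79, SE 0.18, adjusted p = 0.0200). Scgb3a1, a secretoglobin of airway secretory cells, was at 36.9 and 28.5 CPM against 4.77 and 4.16 (2.88, SE 0.25, adjusted p = 0.00878), and Retnla was at 69.3 and 60.3 CPM against 15.3 and 11.3 (2.29, SE 0.19, adjusted p = 0.00878). Retnla was also a leading gene of the epithelial cluster of no named subtype, and RNA of such cells in B cell droplets was not tested. Of the lists of other cell types in B cells, some lay higher in both LRA libraries, with levels of 0.16 and 0.74 against 0.12 and −0.83 for surfactant and AT2 genes, 0.40 and 0.28 against −0.12 and −0.60 for macrophage and monocyte genes and 0.45 and 0.31 against −0.05 and −0.54 for endothelial genes, and others did not, with −0.03 and −0.49 against −1.04 and 1.77 for neutrophil genes, 1.18 and −0.25 against −1.33 and 0.51 for hemoglobin and erythroid genes and 0.37 and 0.27 against 0.29 and −0.84 for AT1 identity. DESeq2 called 8 higher and 4 lower and limma-voom 1 higher. No gene passed with doublets kept, without LRA replicate 1 or without LRA replicate 2. Counts without an isotype library are left out here, since the lone one left is assumed to vary like the LRA libraries.

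Read per cell, the 4 genes of Figure 2, B and C, were higher in both LRA libraries, with differences of mean LogNormalize values of 0.229 for C3, 0.442 for Gpx1, 0.216 for Prdx4 and 0.439 for Prdx1. With the same weights of the epithelial clusters in every library, −24.6% of the difference was left for C3 (−0.0563, within the largest range within a group of 0.168). A larger share of AT2 cells in the LRA epithelium thus stays open as a source of its higher value per cell. For Gpx1 65.1% was left (0.288, against a largest range within a group of 0.261) and for Prdx4 53.2% (0.115, against 0.0329), which argues against that share as the whole cause, while Prdx1 stays open, since the 52.5% left (0.23) lies within the range of 0.32. With every cell thinned to the same number of UMIs, the difference left for Prdx4 was 0.0958 (largest range within a group 0.034; mean UMIs per cell higher by 0.0406, range 0.0178), which argues against depth per cell as the whole cause, while depth stays open for C3 (0.0781, range 0.116), Prdx1 (0.295, range 0.336) and Gpx1, whose difference exceeded the range in LogNormalize values (0.351, range 0.337) but not in mean UMIs (0.206, range 0.247). Thinning kept all AT2 cells, 631 of 964 and 740 of 1279 epithelial cells with LRAs and 191 of 440 and 50 of 236 with isotype. The thinned values thus still carry the difference of makeup, and depth and makeup were not tested together. An effect of LRAs on Gpx1, Prdx4, Prdx1 and C3 remains open as the biological explanation that the design gives.

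Lymphocyte and immunoglobulin genes were higher with LRAs in AT2 cells in camera with the preset correlation, at a median log2 fold change of 2.93 over 16 genes (adjusted p = 8.69e-46, and adjusted p = 0.505 with an estimated correlation). The 5% of AT2 cells with the most B cell and immunoglobulin UMIs held 67.1% and 62.8% of these UMIs with LRAs, and 52.7% and 22.6% with isotype, which is what doublets of AT2 and B cells would give. At the same time 78.8% and 73.5% of AT2 cells with LRAs held at least 1 such UMI (48.7% and 68.0% with isotype), and the mean CPM of these genes was higher with LRAs in 9 of 9 other non-lymphoid classes, with both LRA libraries above both isotype libraries in 7 of them (not in neutrophils or AT1 cells), which is consistent with free RNA. Both explanations stay open and may hold together. A change of the AT2 cells themselves was not tested.

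Interferon response genes in epithelial cells stood apart in isotype replicate 2, with Ifit3 at 363 CPM against 16.2, 18.1 and 27.9 in LRA replicate 1, LRA replicate 2 and isotype replicate 1. AT1 cells carried most of this level in isotype replicate 2, with Ifit3 at 1482 CPM without TMM scaling against 8.73 in AT2 cells. Of the list, only Zbp1 was higher in AT2 than in AT1 cells there (63.3 against 33.6). RNA of neutrophils, the most numerous cells of that library, was tested as a source, and the median over the list of epithelial CPM was 172% of neutrophil CPM, while neutrophil RNA made up 1.98% of the epithelial sum, which argues against it. The makeup of the epithelium is argued against as the whole source as well, because the list median of that library lay above the highest of the others by 1.36 on the log2 scale within AT2 cells (range of the others 0.738) and by 2.37 within AT1 cells (range 1.27). A part of makeup was not excluded, since AT1 cells supplied 24.1% of its epithelial UMIs, against 4.84% and 7.78% with LRAs and 16.8% in isotype replicate 1. No biological explanation was tested, since the design names nothing that sets isotype replicate 2 apart from isotype replicate 1.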

How the results depend on the processing

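The crossed pairing, epithelial cells without AT2 cells, those without the cluster of unnamed subtype and limma-voom in the other classes were chosen after the results were seen, as was the doublet threshold.

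With 2 libraries per group, leaving out 1 leaves a lone library that is assumed to vary like the other group. Gpx1 and Prdx1 kept their direction and their side of the threshold in 18 of 18 alternatives that keep all libraries, and the lists of oxidative phosphorylation, of the proteasome, of the interferon response and of surfactant and AT2 identity in 18 of 18 with the preset correlation. Prdx4 did in 16 of 18, the complement list in 13, the antioxidant list in 13 and the ER list in 17, IL-1 and NF-κB in 11 of 18 with 7 now past the threshold. Over these alternatives the lowest adjusted p was 0.417 for C3 and 0.504 for Prdx1, both from limma on mean LogNormalize values. It was 0.286 for Gpx1 and 0.00179 for Prdx4, both from edgeR with no filter. The highest was 0.9998 for each gene, from edgeR with the same makeup in every library. Where a value below changed side or sign, the cause was not tested.

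Epithelial genes higher and lower numbered 15 and 67 with DESeq2 and 224 and 477 with no filter (216 and 463 of these were also in the filtered set), 1 was lower with free RNA subtracted, and all other settings with all libraries gave 0 and 0. Prdx4 passed at 1.11 with DESeq2 and 1.15 with no filter. C3 turned to −0.10 with library size only, −0.20 with all barcodes, −0.62 with the same makeup in every library and −0.50 in AT2 cells only. The median log2 fold change of all epithelial genes was −0.18 with library size only, and with no filter it was 0.11 in AT2 cells, 0.11 in alveolar macrophages and 0.15 in NK cells.

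For the lists, adjusted p with an estimated correlation and by fry was 0.698 and 0.617 for antioxidant enzymes, 0.698 and 0.357 for oxidative phosphorylation and 0.698 and 0.425 for the ER list. Fisher's exact test could not pass any list, since edgeR called 0 epithelial genes higher and it had none to count. Antioxidant enzymes no longer passed with crossed pairing (0.27), the same makeup (0.14), thinned cells (0.32), free RNA subtracted (0.19) or in AT2 cells only (0.18). Median log2 fold changes that turned sign, and for complement and Fc receptors also those newly past the threshold, were as follows. With library size only, mitochondrially encoded genes were at −0.038, complement at −0.066 and heat shock at −0.11. With no filter, hemoglobin genes were at 0.19, and with 50 counts in every library Fc receptors were at 0.32, heat shock at −0.12 and endothelial genes at 0.072. With no doublet removal, Fc receptors were at 0.083 and endothelial genes at 0.16. At most 5% mitochondrial UMIs gave complement 0.096, Fc receptors 0.0021 and heat shock −0.096. All barcodes gave mitochondrially encoded genes −0.18, Fc receptors 0.17 and endothelial genes 0.18. The same makeup gave mitochondrially encoded genes −0.15, complement −0.12, endothelial genes 0.22 and endothelial junctions 0.14. Thinned cells gave hypoxia 0.037, heat shock −0.13 and endothelial genes 0.22. Free RNA subtracted gave Fc receptors −1.18, heat shock −0.13 and neutrophil genes 0.41. Without AT2 cells, complement was at 0.41, the ER list at −0.082, Fc receptors at 0.45, hypoxia at 0.021, hemoglobin at 0.11, endothelial genes at 0.69 and endothelial junctions at 0.072. In AT2 cells only, mitochondrially encoded genes were at −0.12, ribosomal proteins at −0.07 and hemoglobin at 0.048. Mean LogNormalize values with limma gave NRF2 targets 0.0027, Fc receptors 0.0039, hypoxia 0.05, hemoglobin 0.01 and endothelial genes 0.02. Limma-voom gave Fc receptors 0.47, hypoxia 0.012 and hemoglobin 1.02.

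The correlation of deviations between same-numbered libraries was 0.037 in epithelial cells, 0.067 in AT2 and −0.096 in AT1 cells, and over the other 9 classes it ran from −0.129 in endothelial cells to 0.172 in alveolar macrophages, the only class above 0.1. Outside that class these values gave no sign of pairing by number. They cannot exclude it, since isotype replicate 2 stood apart from all other libraries and weighs on the isotype difference. With the replicate block, 0 epithelial genes were higher and 0 lower, complement was at 0.13, Fc receptors at 0.093, hypoxia at 0.002 and hemoglobin at 0.54, and NK cells had 39 genes and alveolar macrophages 2 past the threshold. With crossed pairing, 0 genes were higher and 0 lower, and Fc receptors were at 0.075, hypoxia at 0.0033 and hemoglobin at 0.64.

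Genes past the threshold in the other classes, with DESeq2 and with no filter, numbered 3 and 226 in AT2, 5 and 178 in AT1, 12 and 261 in B, 2 and 54 in NK and 9 and 165 in T cells, 9 and 273 in alveolar and 2 and 239 in interstitial macrophages, 3 and 26 in endothelial cells, 5 and 151 in fibroblasts, 13 and 257 in neutrophils and 3 and 215 in nonclassical monocytes. Limma-voom gave 1 in B and 0 in NK cells, and no doublet removal gave 0 and 3.

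Leaving out 1 library at a time gave 0 to 410 epithelial genes higher and 0 to 674 lower, with calls only without isotype replicate 1. Log2 fold changes ranged from 0.40 to 0.95 for Gpx1, from 0.023 without isotype replicate 1 to 0.73 without isotype replicate 2 for Prdx1, from 0.96 to 1.24 for Prdx4 and from −0.32 to 0.53 for C3, which was also below 0 without LRA replicate 1 (−0.081). Without isotype replicate 1, Prdx4 was at 1.07 and Gpx1 at 0.95. The median of antioxidant enzymes was 0.23 without LRA replicate 2 and 0.22 without isotype replicate 1. List medians ranged from 0.21 to 0.40 for antioxidant enzymes, −0.76 to 0.44 for NRF2 targets, 0.065 to 0.53 for complement, −0.46 to 1.01 for Fc receptors, −1.43 to 0.73 for IL-1 and NF-κB, −3.40 to 0.34 for interferon, −1.64 to 0.34 for MHC class I, −0.055 to 0.61 for the proteasome, −1.13 to 0.026 for alveolar injury, −0.34 to 0.27 for hypoxia, −0.11 to 0.41 for heat shock, −0.062 to 0.44 for ribosomal proteins, −1.10 to 3.20 for hemoglobin, −2.09 to 1.13 for neutrophil genes and −0.63 to 0.51 for endothelial genes. Genes past the threshold ranged from 0 to 849 in AT2, 0 to 893 in AT1, 0 to 951 in B, 24 to 195 in NK and 0 to 1652 in T cells, 0 to 31 in alveolar and 0 to 523 in interstitial macrophages, 0 to 988 in endothelial cells, 0 to 309 in fibroblasts, 0 to 2305 in neutrophils and 0 to 910 in nonclassical monocytes, with all counts above 0 outside NK cells coming without an isotype library. Shares of cells ranged from −0.088 to 0.98 for epithelial, 0.61 to 2.98 for AT2 and −1.91 to 0.20 for neutrophil cells, and with all barcodes the AT2 value fell from 1.36 to 0.79.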

Differences from the paper's values

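The paper describes Gpx1, Prdx1, Prdx4 and C3 as significantly higher in epithelial cells of LRA-treated grafts. Its statistics section gives Student's t test or ANOVA for mouse data in general and does not name the test of genes behind Figure 2, and a test of cells within clusters takes cells as replicates where the values here take libraries. Read per cell as mean LogNormalize values, all 4 genes were higher in both LRA libraries than in both isotype libraries. On counts summed per library, none of the 4 passed an adjusted p of 0.05 in edgeR, with 0.435 for Prdx4, 0.478 for Gpx1, 0.722 for Prdx1 and 0.981 for C3. Among the alternatives set before the data were examined that keep all libraries, Prdx4 passed with DESeq2 (adjusted p = 0.0209) and with no filter on low counts (adjusted p = 0.00179). Gpx1 passed in none of them. Without isotype replicate 1, which leaves a lone isotype library, Prdx4 was at a log2 fold change of 1.07 and Gpx1 at 0.95. In all epithelial cells, no setting called Prdx1 or C3. Within AT2 cells, C3 was at −0.93 without isotype replicate 1 and at 0.11 without isotype replicate 2, Gpx1 at 0.76 and 0.23, Prdx4 at 0.78 and 0.96 and Prdx1 at −0.23 and 0.60. With all libraries, Prdx4 was at 0.87 in AT2 cells (adjusted p = 0.923) and 1.80 in AT1 cells (adjusted p = 0.831) in edgeR. In AT1 cells it passed with no filter (1.83, adjusted p = 0.0345), where the isotype libraries held 7 and 6 of its UMIs.

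The paper gives the direction of C3 expression in epithelial cells as higher with LRAs. Its conclusion on complement rests also on C3 protein in lavage fluid and on the protection of recipients that lack C3. It rests further on C4d and membrane attack complex deposition in the grafts. None of these was measured by the RNA counts. On summed counts C3 was at 209 and 177 TMM-scaled CPM with LRAs and at 133 and 244 with isotype, a log2 fold change of 0.04. It was above 0 also with DESeq2, no filter, 50 counts in every library, the replicate block, crossed pairing, no doublet removal, at most 5% mitochondrial UMIs (0.65), thinned cells (0.52), free RNA subtracted, unintegrated clusters, without the cluster of unnamed subtype, without AT2 cells (1.21, adjusted p = 0.794), limma-voom, mean LogNormalize values with limma (0.33, adjusted p = 0.417), without LRA replicate 2 and without isotype replicate 2 (0.53). It was below 0 with library size only, all barcodes, the same makeup in every library, AT2 cells only, without LRA replicate 1 and without isotype replicate 1.

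The paper reports enrichment of biological processes among genes significantly higher in epithelial cells, for which its text states no threshold. EdgeR called 0 genes higher, so that no enrichment among called genes could be computed, against 15 with DESeq2 and 224 with no filter. Of the subjects of its terms, oxidative phosphorylation and the ATF6 response ranked higher with LRAs by camera with the preset correlation, as did antioxidant enzymes (adjusted p = 0.698 with an estimated correlation for each of the 3), whereas complement components and Fc receptor signalling did not pass in that test. Complement components passed at a median of 0.13 with the replicate block, at 0.096 with at most 5% mitochondrial UMIs and at 0.41 without AT2 cells, a setting chosen after seeing the values. Their median was 0.17 without LRA replicate 2 and 0.53 without isotype replicate 2.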

Other observations

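Tests in nonclassical monocytes and limma-voom in classes other than the epithelium were added after results were seen, and the class in which each gene was highest was read from the data.

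Beyond the subjects of Figure 2A, further groups of genes stood apart in epithelial cells in camera with the preset correlation, none of them with an estimated one. Genes of MHC class II presentation had a median log2 fold change of 0.66 over 9 genes, all positive (adjusted p = 5.43e-06, and adjusted p = 0.696 with an estimated correlation), with H2-DMa, which loads peptides, at 65.5 and 57.7 CPM against 39.7 and 26.1. Genes of other cell types were higher in the same sums, with the lower LRA library at a level of 0.48 and the higher isotype library at −0.17 for lymphocyte and immunoglobulin genes and at 0.12 and −0.40 for macrophage and monocyte genes. The level of the MHC class II list was 0.31 and −0.02 against −0.05 and −0.19 within AT2 cells, and it was higher in both LRA libraries also in T cells (0.82 and 0.71 against −0.19 and −0.88), NK cells, fibroblasts, neutrophils, endothelial cells and AT1 cells. Cell cycle genes had a median of 0.64 over 21 genes (adjusted p = 9.73e-07, and adjusted p = 0.567 with an estimated correlation), all at low levels, such as the replication factor Mcm3 at 7.17 and 6.63 against 2.60 and 2.95. The 31 proteasome genes were all positive with a median of 0.22 (adjusted p = 0.00553, and adjusted p = 0.834 with an estimated correlation), and 81 cytosolic ribosomal proteins had a median of 0.16 (adjusted p = 0.00339, and adjusted p = 0.834 with an estimated correlation). For both lists isotype replicate 2 (levels of 0.23 and 0.16) lay above both LRA libraries, and without isotype replicate 1 the medians turned to −0.055 and −0.062. Interferon response genes had a median of −2.32 over 25 genes, 1 of them positive (adjusted p = 1.60e-06, and adjusted p = 0.767 with an estimated correlation), and MHC class I genes −0.91 over 14, none positive (adjusted p = 0.0203, and adjusted p = 0.834 with an estimated correlation), with B2m at 293, 246 and 306 CPM and at 848 in isotype replicate 2. Genes of alveolar injury and transitional epithelium had a median of −0.59 over 25 genes (adjusted p = 0.00216, and adjusted p = 0.834 with an estimated correlation), with the integrin subunit Itgb6 at 31.5 and 48.0 CPM against 61.2 and 294, and Areg, an epidermal growth factor family ligand, at 39.4 and 51.1 against 18.6 and 46.8. Endothelial junction, adhesion and permeability genes had a median of −0.38 over 29 genes (adjusted p = 0.0203, and adjusted p = 0.696 with an estimated correlation), with Vegfa, which AT1 cells also express, at 192 and 340 CPM against 645 and 716. Hypoxia and glycolysis genes had a median of −0.09 over 22 genes (adjusted p = 0.449), genes of endothelial cells −0.28 over 16 (adjusted p = 0.606), and heat shock and immediate early genes a median of 0.06 and a mean of −0.08 over 25, which differ in sign (adjusted p = 0.998). Without isotype replicate 2, the medians of the interferon and MHC class I lists were both 0.34 and that of alveolar injury was 0.026, its level being −0.38 and −0.11 with LRAs, −0.34 in isotype replicate 1 and 0.90 in isotype replicate 2.

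In cell classes other than the epithelium, genes of surfactant and AT2 identity were the list most often raised with LRAs, in camera with the preset correlation. Their median log2 fold change was 1.68 in neutrophils (adjusted p = 4.91e-17, and adjusted p = 0.435 with an estimated correlation), 1.29 in T cells (adjusted p = 3.60e-18, and adjusted p = 0.459 with an estimated correlation) and 0.83 in endothelial cells (adjusted p = 6.32e-16, and adjusted p = 0.732 with an estimated correlation). AT2 cells were 5.42% and 6.94% of cells with LRAs and 4.04% and 0.783% with isotype. In interstitial macrophages, IL-1 and NF-κB response genes had a median of −0.68 over 30 genes (adjusted p = 6.65e-07, and adjusted p = 0.706 with an estimated correlation) and interferon response genes one of 0.60 over 25 (adjusted p = 3.16e-11, and adjusted p = 0.706 with an estimated correlation). Single libraries carry both, since the level of the IL-1 and NF-κB list there was −0.46 and −0.03 with LRAs and −0.18 and 0.93 with isotype, and that of the interferon list 0.43 and 0.29 with LRAs and −0.74 and 0.12 with isotype. In alveolar macrophages, cell cycle genes had a median of 0.89 over 25 genes (adjusted p = 2.81e-15, and adjusted p = 0.881 with an estimated correlation), while 1 cluster of alveolar macrophages, led by Marco, Ctsk and Atp6v0d2, held 192 and 304 cells with LRAs and 55 and 30 with isotype, and another, led by the cell cycle genes Pclaf, Hist1h1b and Top2a, 178 and 132 against 232 and 35. By edgeR, no single gene passed in these 5 classes or in fibroblasts and nonclassical monocytes, with 523 higher and 245 lower at an unadjusted p under 0.05 in neutrophils, 427 and 356 in T cells, 121 and 82 in endothelial cells, 227 and 135 in interstitial macrophages, 325 and 349 in alveolar macrophages, 203 and 200 in fibroblasts and 260 and 259 in nonclassical monocytes. DESeq2 called 13, 9, 3, 2, 9, 5 and 3 genes in these classes in the same order, and limma-voom 0 in each. Counts of calls without 1 isotype library are left out here, since the lone one left is assumed to vary like the LRA libraries.

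Genes of the mechanism that the paper proposes from its other experiments were read in the class where each was highest, as CPM of summed counts without TMM scaling, and none passed in edgeR. Il1b was highest in neutrophils, at 3266 and 3106 CPM with LRAs and 3713 and 2254 with isotype, and the decoy receptor Il1r2 was there at 889 and 831 against 1694 and 1446 (log2 fold change −0.92, adjusted p = 0.615). Neutrophils also had the highest levels of Il1rap (339 and 422 against 456 and 391), Il1rn (637 and 620 against 1308 and 702), Nlrp3 (176 and 198 against 227 and 107), Fcgr3 (632 and 617 against 622 and 656), C5ar1 (450 and 455 against 538 and 641), Mmp8 (428 and 567 against 290 and 1877) and Mmp9 (2317 and 2237 against 3154 and 2463). Interstitial macrophages had those of Il1a (26.3 and 18.7 against 18.6 and 260), Fcgr1 (289 and 339 against 173 and 335), Fcgr2b (510 and 568 against 488 and 992), C1qa (1384 and 1074 against 1166 and 464), C1qb (1690 and 1109 against 1207 and 560), C1qc (879 and 713 against 710 and 297), Mmp12 (101 and 72.2 against 50.1 and 15.3), Mmp14 (108 and 62.4 against 106 and 272) and Ccl2 (2091 and 5111 against 1854 and 5522). Fibroblasts had those of C3 (1261 and 1384 against 1027 and 968), C4b (288 and 318 against 394 and 371), Il1r1 (113 and 104 against 109 and 189), Mmp2 (153 and 193 against 305 and 154) and the collagen V genes Col5a1 (88.7 and 109 against 152 and 68.0), Col5a2 (163 and 210 against 337 and 228) and Col5a3 (13.3 and 12.2 against 19.9 and 3.24). Nonclassical monocytes had those of Fcer1g (3608 and 3532 against 3127 and 3682), Fcgr4 (319 and 260 against 384 and 644) and Nr4a1 (389 and 408 against 398 and 215). Alveolar macrophages had those of Cfb (129 and 242 against 102 and 774), Tuba1b (727 and 669 against 540 and 438) and Tuba1c (74.0 and 61.9 against 50.4 and 175), and Mbl1 was found at 3.41 and 3.14 against 3.02 and 5.82 CPM in AT2 cells. Tuba1a was highest in ciliated cells (1357 and 1093 against 1617 and 1311) and Ccr2 in classical monocytes (1456 and 1397 against 1623 and 2201), classes too small to test. Masp1 was at most 21.0 CPM in fibroblasts, Masp2 at most 2.33 in NK cells, and Mbl2 had 0 UMIs in all cells.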
